# Global Transcriptomic and Characteristics Comparisons between Mouse Fetal Liver and Bone Marrow Definitive Erythropoiesis

**DOI:** 10.3390/cells13131149

**Published:** 2024-07-05

**Authors:** Chengjie Gao, Huan Zhang, Yaomei Wang, Shihui Wang, Xinhua Guo, Yongshuai Han, Huizhi Zhao, Xiuli An

**Keywords:** definitive erythropoiesis, transcriptome analysis, cell cycle, bone marrow, fetal liver

## Abstract

Erythropoiesis occurs first in the yolk sac as a transit “primitive” form, then is gradually replaced by the “definitive” form in the fetal liver (FL) during fetal development and in the bone marrow (BM) postnatally. While it is well known that differences exist between primitive and definitive erythropoiesis, the similarities and differences between FL and BM definitive erythropoiesis have not been studied. Here we performed comprehensive comparisons of erythroid progenitors and precursors at all maturational stages sorted from E16.5 FL and adult BM. We found that FL cells at all maturational stages were larger than their BM counterparts. We further found that FL BFU-E cells divided at a faster rate and underwent more cell divisions than BM BFU-E. Transcriptome comparison revealed that genes with increased expression in FL BFU-Es were enriched in cell division. Interestingly, the expression levels of glucocorticoid receptor *Nr3c1*, *Myc* and *Myc* downstream target *Ccna2* were significantly higher in FL BFU-Es, indicating the role of the Nr3c1-Myc-Ccna2 axis in the enhanced proliferation/cell division of FL BFU-E cells. At the CFU-E stage, the expression of genes associated with hemoglobin biosynthesis were much higher in FL CFU-Es, indicating more hemoglobin production. During terminal erythropoiesis, overall temporal patterns in gene expression were conserved between the FL and BM. While biological processes related to translation, the tricarboxylic acid cycle and hypoxia response were upregulated in FL erythroblasts, those related to antiviral signal pathway were upregulated in BM erythroblasts. Our findings uncovered previously unrecognized differences between FL and BM definitive erythropoiesis and provide novel insights into erythropoiesis.

## 1. Introduction

Erythropoiesis is a process by which red blood cells are produced. It starts at the yolk sac as early as embryonic day 7.5 (E7.5) in mice [1,2,3] and 3 weeks in humans [2,4]. This early transit wave of erythropoiesis is referred to as primitive erythropoiesis, during which large nucleated erythroid cells are produced from hemangioblasts [3,4,5]. The second wave consists of a transient wave of definitive erythroid progenitors that emerge from the yolk sac at E8.25–8.5 and seed the fetal liver (FL) where they generate definitive erythroid precursors that enucleate to become the first circulating RBCs in the fetus [5]. The third wave of erythropoiesis produces erythroid cells from hematopoietic stem cells (HSCs) that seed and differentiate within the fetal liver by ~E14.5 in the mouse [1,2,3] and 7–8 weeks in the human embryo [2,3,4]. After birth, the definitive erythropoiesis occurs in the bone marrow (BM) that persists throughout a lifetime.

In contrast to dramatic differences between primitive and definitive erythropoiesis [6,7], FL and BM definitive erythropoiesis share many phenotypic similarities. They undergo the same maturational process during which HSCs differentiate into the lineage-committed erythroid progenitor, burst colony forming unit-erythroids (BFU-Es), which further differentiate into the late-stage erythroid progenitor, colony forming unit-erythroids (CFU-Es). CFU-Es undergo terminal erythroid differentiation to sequentially become proerythroblasts (Pros), basophilic erythroblasts (Basos), polychromatic erythroblasts (Polys) and orthochromatic erythroblasts (Orthos). Orthos expel out their nuclei to generate reticulocytes. Finally, reticulocytes mature into red blood cells (RBCs) in circulation. We have documented that erythroid cells at each distinct maturational stage in both the FL and BM can be distinguished using the same surface markers [8]. BFU-Es and CFU-Es can be isolated based on the expression levels of CD71 on the Lin^−^Kit^+^ cells [8,9]. Pros, Basos, Polys and Orthos of both the FL and BM can be separated using Ter119, CD44 and forward scatter (FSC) as parameters [8,10]. Despite the phenotypic similarities described above, functional and molecular differences between FL and BM definitive erythropoiesis are expected due to the rapid growth of the fetus during fetal development, while BM erythropoiesis occurs at a steady pace in adult mice. In addition, the microenvironments for FL and BM definitive erythropoiesis are different. However, the extent of similarities and differences between FL and BM definitive erythropoiesis have not been characterized. In the present study, we performed comprehensive comparisons of erythroid progenitors and precursors at all maturational stages sorted from both E16.5 FL and adult BM. We have uncovered previously unknown differences between FL and BM definitive erythropoiesis, including cell size and BFU-E proliferation/cell cycle. Transcriptome comparisons revealed differences in the expression of genes involved in the cell cycle, hemoglobin biosynthesis, immunomodulation, translation, the tricarboxylic acid (TCA) cycle and response to hypoxia and viruses. Our findings provide novel insights into erythropoiesis and our transcriptomes of erythroid progenitors and precursors at all maturational stages provide rich resources for future mechanistic studies.

## 2. Materials and Methods

### 2.1. Reagents and Mice

All the reagents including antibodies, primers and chemicals used in the present study are listed in Table S1. C57BL/6 mice were purchased from Jackson Lab (Bar Harbor, ME, USA). The mice were maintained at the New York Blood Center Animal Facility. 12-week-old male and female mice were used for the study. Animal protocols were reviewed and approved by the Institutional Animal Care and Use Committee of New York Blood Center.

### 2.2. Fluorescence-Activated Cell Sorting

Single cell suspensions of E16.5 FL and adult BM were prepared as previously described [10,11]. To sort erythroid progenitors, lineage^-^ cells were enriched by depletion of lineage^+^ cells and the lineage^-^ cells were then stained as previously described [8]. Cells at a concentration of 10^8^/mL were blocked with rat anti-mouse CD16/CD32 antibodies and then stained with biotin-conjugated anti mouse lineage antibodies including CD11b, Gr1, CD3e, CD45R/B220 and Ter-119. Subsequently, lineage^-^ cells were enriched by Anti-Biotin Microbeads (Miltenyi Biotec, Auburn, CA, USA) according to the instructions from the manufacture. Next, the lineage- cells at a concentration of 10^7^/mL were blocked with rat anti-mouse CD16/CD32 antibodies and then stained with BV421-conjugated anti-mouse CD16/32, FITC-conjugated anti-mouse CD71, APC-conjugated anti-mouse CD34, APC-conjugated anti-mouse Ly-6A/E (Sca-1), PerCP-conjugated Streptavidin, APC-Cyanine7 conjugated anti-mouse CD117 (c-kit) and eFluor450-conjugated anti-mouse CD41a. For erythroid precursors, single cells at a concentration of 10^7^/mL were blocked with rat anti-mouse CD16/CD32 antibodies and then stained with BV421-conjugated anti-mouse Ter-119, APC-conjugated anti-mouse CD44, APC-Cy7-conjugated anti-mouse CD45, APC-Cy 7–conjugated anti-mouse CD11b and APC-Cy7-conjugated anti-mouse Gr1. 7-aminoactinomycin D (7AAD) was used as viability marker. Erythroid progenitors and precursors were sorted on a BD FACSAria™ Fusion cell sorter (BD, Franklin Lakes, NJ, USA) according to the gating strategy described previously [8,12].

### 2.3. Cytospin Preparation and MGG (May–Grunwald–Giemsa) Staining

Cytospins were prepared on coated slides with ~1 × 10^4^ cells by using the Thermo Scientific Shandon 4 Cytospin (Thermo Fisher Scientific, Waltham, MA, USA). For MGG staining, the slides were stained with May–Grunwald (Sigma MG500, Kawasaki-shi, Japan) solution for 5 min and then rinsed for 90 s with 40 mM Tris-buffer (pH 7.4). Subsequently, the slides were stained with Giemsa solution (Sigma GS500, Kawasaki-shi, Japan) diluted 10 times with water for 15 min. Finally, the slides were rinsed twice with water. The cells were imaged using a Leica DM2000 inverted microscope (Leica Microsystems, Buffalo Grove, IL, USA).

### 2.4. Single Cell Culture of Erythroid Progenitors In Vitro

Single BFU-E or CFU-E cells were sorted to a 96-well plate and cultured with StemSpan™ SFEM medium (STEMCELL Technologies, Vancouver, BC, Canada) containing 100 ng/mL recombinant murine stem cell factor (rmSCF, STEMCELL Technologies, Vancouver, BC, Canada), 40 ng/mL recombinant murine insulin-like growth factor-1 (rmIGF-1, STEMCELL Technologies, Vancouver, BC, Canada), 2 U/mL recombinant human erythropoietin (rhEPO, Gibco, Billings, MT, USA), 100 U/mL penicillin and 100 μg/mL streptomycin and incubated at 37 °C in a humidified atmosphere (relative humidity > 80%) with 5% CO_2_.

### 2.5. Cell Division Tracing Assay

Sorted BM and FL erythroid progenitors were stained with CellTrace™ Violet dye (Thermo Fisher Scientific, Eugene, OR, USA) according to the instructions from the manufacturer and cultured in the medium as described above. The fluorescence intensity of the dye was detected by flow cytometry at different time points. Cell division numbers were calculated based on the standard that the fluorescence intensity of offspring is reduced by half compared to that of the parents.

### 2.6. RNA-Seq and Real-Time PCR Analyses

RNA was purified from the sorted erythroid cells as described previously [8,10,12]. The integrity of RNA samples was detected by Agilent 2100 RNA nano assay kit (Agilent Technologies, Santa Clara, CA, USA). Samples with an RNA integrity number of >9 were used for construction of DNA library. For erythroid progenitors BFU-E and CFU-E, the library was constructed by low-input Clontech SMART-Seq HT with Nxt HT (Takara Bio USA, San Jose, CA, USA), and then sequenced by an Illumina Nova Seq 6000 (Illumina, San Diego, CA, USA) using 50 bp paired-end strategy. For erythroblasts, the library was constructed by Illumina VAHTS Universal V6 RNA-seq Library Prepkit NR 604-01/02 (Illumina, San Diego, CA, USA), and then sequenced by an Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA) using 150 bp paired-end strategy. Low-quality reads were removed and filtered by fastp v0.23.4 [13]. Filtered reads were quantified by Kallisto v0.48.0 [14] using the mm10 transcriptome index. Pairwise comparison of two groups was performed by DESeq2 v1.44.0 [15]. The cutoffs of a fold change of ≥2, adjusted *p* of ≤0.05 and ≥5 transcript per million (TPM) at least in one group were adopted to identify DEGs in the pairwise comparisons. Principal component analysis (PCA) was conducted on log-transformed normalized counts in gene expression analysis. Heatmap was conducted on log-transformed normalized counts in gene expression analysis. Gene ontology (GO) and pathway enrichment analyses were applied by Metascape v3.5 [16]. GO terms and pathways with a q-value of <0.001 were considered significant, and the top 5 significant terms with the smallest q-values were listed in the results. Clustering analyses were done by k-means on log-transformed normalized counts in transcriptome analysis.

### 2.7. In Vivo 5-Ethynyl-2′-Deoxyuridine Incorporation Assay

5-ethynyl-2′-deoxyuridine (Edu) (500 μg per mouse) were injected into mice by i.p. 30 min before sacrifice. Lineage^−^ cells were enriched and stained with fluorescent antibodies for erythroid progenitor analysis, and then stained using EdU according to the manufacturer’s instructions (Invitrogen, Waltham, MA, USA). 7AAD was used as a DNA dye. Cells were analyzed by using BD FACSDiva Version 6.1.2 software on a LSR Fortessa flow cytometer (Becton Dickinson, East Rutherford, NJ, USA).

### 2.8. Statistics

FlowJo™ v10 software was used to analyze flow cytometric data. ImageJ software v1.54j was used to quantify the cell area of the sorted erythroid progenitors and precursors. GraphPad Prism 8 software was used for statistical analysis. All data were reported as mean ± SEM. Differences between two groups were calculated by unpaired student’s *t* test.

## 3. Results

### 3.1. FL Definitive Erythroid Progenitors and Precursors at All Maturational Stages Were Larger Than Their BM Counterparts

To compare the similarities and differences between FL and BM definitive erythropoiesis in a stage-specific manner, we sorted erythroid progenitors and precursors at all maturational stages using the methods we and others have developed. Specifically, FL BFU-E and CFU-E cells were defined as 10% Lin^−^c-Kit^+^CD71^Low^ and 20% Lin^−^c-Kit^+^CD71^High^, respectively, according to Flygare J et al. [9], and BM BFU-E and CFU-E cells were sorted as Lin^−^Kit^+^CD71^−^ and Lin^−^Kit^+^CD71^High^, respectively, according to Zhang H et al. [8]. Pros, Basos, Polys and Orthos from both FL and BM were sorted using Ter119, CD44 and forward scatter as parameters, as described previously [10,17]. The gating strategy for sorting FL erythroid progenitors, BM erythroid progenitors, FL erythroblasts and BM erythroblasts is shown in Figure S1. Representative images of the sorted cells are shown in Figure 1A, which revealed that FL erythroid cells at all maturational stages were larger than their BM counterparts. The quantification of the cell area is shown in Figure 1B, which revealed that the size of the FL BFU-Es, CFU-Es and Pros was ~1.3-fold larger than their BM counterparts. The differences in cell size increased during terminal erythroid differentiation. The size of FL Basos and Polys was ~1.6-fold larger than their BM counterparts, and the size of FL Orthos was almost 2 times larger than BM Ortho.

### 3.2. Higher Proliferation Capability of FL BFU-E Cells

We next compared the proliferation of FL and BM BFU-E and CFU-E cells using single cell culture. Figure 2A shows that after culturing for 96 h (when the cells stopped dividing [9]), one FL BFU-E cell gave rise to 94–1015 cells, while one BM BFU-E cell only gave rise to 62–180 cells, indicating a higher proliferation capability as well as heterogeneity of FL BFU-E cells compared to BM BFU-E cells. Interestingly, in contrast to the differences between FL and BM BFU-E cells, FL and BM CFU-Es exhibited similar proliferation capability as evidenced by similar numbers of cells given by one CFU-E after culturing for 48 h (Figure 2B). We further monitored cell division using a violet dye. The representative profile of cell division of the sorted FL BFU-E, BM BFU-E, FL CFU-E and BM CFU-E cells is shown in Figure S2A–D, respectively. Quantitative analyses of mean fluorescence intensity (MFI) revealed that FL BFU-E cells divided at a faster rate in the first 36 h as evidenced by the faster decrease in MFI of FL cells compared with BM cells (Figure 2C). Furthermore, the MFI detected at 96 h was identical to that detected at 84 h, indicating the division of FL BFU-E ceased after 84 h (Figure 2C). BM BFU-Es ceased division after 96 h as demonstrated by the same MFI detected at 96 h and 108 h. The calculation of cell division times using changes in MFI showed that while FL BFU-Es divided nine times, BM BFU-Es divided seven times (Figure 2D). For CFU-Es, the division rates of FL CFU-Es and BM CFU-Es were the same (Figure 2E), and on average both divided five times (Figure 2F).

### 3.3. GO Terms Related to Cell Cycle Were Upregulated in FL BFU-Es Than in BM BFU-Es

To define the differences between FL and BM BFU-E cells at the molecular level, we compared the transcriptomes of the FL and BM BFU-E cells. 

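The BFU-E comparison used 3 RNA-seq libraries of FL BFU-Es (E16.5, Lin-c-Kit+CD71 Low) and 3 of BM BFU-Es (12 weeks, Lin-Kit+CD71-). With these gates of the main text, tissue, age and sorting gate differed together. The caption of Figure S1 gives CD71- for BFU-Es of both tissues. All were SMART-Seq HT libraries read as 50 bp paired ends, and the values analysed were the authors' kallisto estimated counts per gene. The libraries held 33821183 to 43864343 counts in BM BFU-Es and 36440532 to 51476812 in FL BFU-Es. Fold changes are FL over BM from edgeR's quasi-likelihood test with TMM normalization and Benjamini–Hochberg adjusted p values, SE is the standard error of the log2 fold change, and CPM are given as mean ± SD (n = 3). A gene was called a DEG at an adjusted p of at most 0.05, a fold change of at least 2 and a mean of at least 5 CPM in either group. Each comparison was refitted with every library left out in turn, and the range over these fits is given after the estimate. Where 1 group lay at or under 3 counts in its libraries, the fold change is a lower bound.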

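On log2 CPM of the 6 BFU-E libraries, the first principal component held 66.1% of the variance and separated the FL BFU-Es from the BM BFU-Es. In the plane of the first 2 components the smallest distance between an FL and a BM library was 161 and the largest distance within a group was 87.5. With only the 500 most variable genes the first component held 80.4%.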

Principle component analysis (PCA) showed a clear separation of FL BFU-E and BM BFU-E (Figure 3A). 

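In the BFU-E libraries 10872 ± 109 genes (FL) and 11449 ± 119 genes (BM) were detected at 1 CPM or more. Of 13056 genes tested, 1735 were DEGs, 737 of them higher and 998 lower in FL BFU-Es. All 3 FL values lay apart from all 3 BM values in 1720 of the DEGs and in 49.5% of all genes tested, where 10% would by chance. With each library left out the count ranged from 1515 (without BM replicate 3) to 1821 (without BM replicate 1), and the alternative that moved it most, no abundance minimum, gave 2300. Of the 10 ways to split the 6 libraries 3 against 3, only the real one gave more than 4 DEGs. The other splits mix FL and BM, which widens the spread within groups, so their low counts decide nothing about chance. Scaling by library size alone shifted the median log2 fold change of all genes to −0.14 and gave 528 higher and 1168 lower genes.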

BFU-E cells from both FL and BM expressed around 10,750 genes, among which 992 genes were differentially expressed with 354 genes upregulated and 638 downregulated in FL BFU-Es compared to BM BFU-Es (Figure 3B). The DEGs are listed in Table S2. 

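The largest fitted fold changes among DEGs with the groups apart were at the detection floor of 1 tissue, and lower bounds are given for them. Higher in FL BFU-Es were *Lin28b* (chromosome 10, 45376620–45486395, at least 1194-fold, FL 89.2 ± 24.3 CPM), *Ddah1* (chromosome 3, 145758675–145894277, at least 273-fold) and *Mum1l1* (chromosome X, 139210042–139238335, at least 259.8-fold). Lower in FL BFU-Es were *H2-Q6* (chromosome 17, 35424850–35430055, at least 3056-fold, BM 229 ± 18.4 CPM), *Fcer1a* (chromosome 1, 173221284–173227214, at least 1482-fold) and *Rpl38-ps2* (chromosome 6, 140746960–140747172, at least 708-fold). *Fcer1a* varied in BM BFU-Es (111 ± 125 CPM), as did *Rpl38-ps2* (53.1 ± 66.4 CPM), a pseudogene whose reads are hard to assign between near-identical copies. *Fcer1a* belongs to a list of basophil and mast cell markers whose transcripts summed to at least 503.8 CPM in each BM BFU-E library and at most 10.7 CPM in each FL BFU-E library.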

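A list of 64 cell cycle genes, written before the data were examined, had a median log2 fold change of 0.77 in FL BFU-Es over BM BFU-Es. Of these genes 62 were higher and 2 lower in FL BFU-Es, and 16 were DEGs. The change reached an adjusted p of 0.05 in 53 genes when adjusted over the list alone and in 49 when adjusted over all genes. The list as a whole had an adjusted p of 1.47e-14 over 23 lists (camera with a preset correlation of 0.01), 0.000597 by limma's fry and 0.0746 with the correlation estimated from the data. None of 10000 random lists matched on expression had as high a median. Leaving out each library gave medians of 0.70 to 0.81. Its DNA replication genes (33, median 0.76) and mitosis genes (30, median 0.77) moved alike. In CFU-Es the same list had a median of 0.25, with 46 genes higher and 4 DEGs. The BM BFU-E libraries also held more transcripts of a list of 15 multipotent progenitor genes (median log2 fold change −1.97), while that of 16 committed erythroid genes was −0.17.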

Analyses of the DEGs revealed that, consistent with the higher proliferation capability of FL BFU-E cells, top GO terms upregulated in FL BFU-Es were related to the cell cycle process (Figure 3C). Specifically, the expression levels of *Ccna2* were significantly higher in FL BFU-Es than in BM BFU-Es (Figure 3D). Additionally, the expression levels of glucocorticoid receptor *Nr3c1* and transcription factor *Myc* were also higher in FL BFU-Es than in BM-BFUEs (Figure 3D). 

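*Ccna2* (chromosome 3, 36564865–36572150) had 353 ± 66.1 CPM in FL BFU-Es and 124 ± 13.6 CPM in BM BFU-Es (n = 3). Its log2 fold change was 1.51 (SE 0.17, adjusted p = 0.000328), and 1.35 to 1.62 with each library left out. In CFU-Es the log2 fold change of *Ccna2* was 1.06 (adjusted p = 0.0128), called in only 1 of 6 fits with a library left out, and the difference between the stages was −0.47 (adjusted p = 0.339).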

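*Nr3c1* (chromosome 18, 39410545–39519421) was at 270.3 ± 40.7 CPM in FL and 147 ± 6.13 CPM in BM BFU-Es, a log2 fold change of 0.88 (SE 0.15, adjusted p = 0.00234; 0.76 to 0.98 with each library left out) that stayed under the 2-fold threshold for a DEG. *Myc* (chromosome 15, 61985391–61990374) was at 499 ± 44.3 CPM and 227 ± 43.9 CPM, a log2 fold change of 1.14 (SE 0.17, adjusted p = 0.0013; 1.04 to 1.30). In CFU-Es *Myc* had a log2 fold change of −0.09 and *Nr3c1* of 0.90. The change of *Myc* differed between the stages by −1.24 (adjusted p = 0.012), and that of *Nr3c1* by 0.01 (adjusted p = 1).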

The differences in the expression of these genes were confirmed by real-time PCR (Figure 3E). To examine the cell cycle status of FL and BM BFU-E cells in vivo, we performed the in vivo EdU incorporation assay. As shown in Figure 3F, the percentages of cells in S-phase were much higher in FL BFU-Es (~40%) than in BM BFU-Es (~15%), indicating an active cell cycle of FL BFU-E cells. 

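In the BFU-E libraries the 3 genes *Nr3c1*, *Myc* and *Ccna2* all had higher CPM in every FL library than in any BM library. The fold changes in order were 1.84, 2.20 and 2.86, the first of them under 2. From these levels, published links between the genes and the share of cells in S phase, the paper proposes that the axis adds to the proliferation of FL BFU-Es. The RNA-seq libraries measured levels of the 3 transcripts and held no perturbation of any of them.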

Given that glucocorticoid enhances the self-renewal of BFU-E cells [9,18,19,20], that glucocorticoid receptor regulates *Myc* expression [9,21] and that *Myc* regulates the expression of *Ccna2* [22,23,24], our findings suggest that the *Nr3c1*-*Myc*-*Ccna2* axis contributes to the higher proliferation capability of FL BFU-E cells by enhancing the cell cycle.

### 3.4. GO Terms Involved in Heme/Hemoglobin Biosynthesis Were Upregulated in FL CFU-Es Compared to BM CFU-Es

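The CFU-E comparison had the same design, with 3 libraries of FL CFU-Es (Lin-c-Kit+CD71 High, the paper's 20% gate) and 3 of BM CFU-Es (Lin-Kit+CD71 High), sequenced as 50 bp paired ends. Depth was less even than in BFU-Es, at 21813592 to 36803156 counts in FL CFU-Es and 29035391 to 47290848 in BM CFU-Es. The test, the DEG thresholds and the units were those of the BFU-E comparison.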

Next, we compared the transcriptomes of FL CFU-Es and BM CFU-Es. 

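Along the first principal component of the 6 CFU-E libraries, which held 75.5% of the variance (91.2% with the 500 most variable genes), FL and BM CFU-Es lay apart. The smallest FL to BM distance on the first 2 components was 172 and the largest within a group 128. Genes detected at 1 CPM or more numbered 10127 ± 25.4 in FL and 10742 ± 117 in BM CFU-Es. Among 12058 genes tested there were 1563 DEGs, 584 higher and 979 lower in FL CFU-Es. The groups lay apart in 1559 of them, against 45.1% of all genes tested and 10% by chance. The count depended on single libraries: it was 982 without FL replicate 2 and 2270 without BM replicate 2. BM replicate 2 held the fewest *Mpo* transcripts of the BM CFU-E libraries (4545 CPM, against 13390 and 36110 CPM in the others, scaled by library totals alone). Between BFU-Es and CFU-Es 672 DEGs were shared, 661 with the same direction. A direct test of whether the FL to BM difference changed between these stages called 1086 of 13714 genes (477 to 2253 with each library left out), by adjusted p alone. The count fell below this range with the replicate number as a block.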

As shown in Figure 4A, PCA analysis revealed clear separation of FL CFU-Es and BM CFU-Es; both expressed around 9960 genes, among which 1073 genes were differentially expressed with 320 genes upregulated and 753 genes downregulated in FL CFU-Es compared to BM CFU-Es (Figure 4B). The DEGs are listed in Table S3. 

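Among the CFU-E DEGs with the groups apart, the largest fitted fold changes toward FL CFU-Es were those of *Lin28b* (at least 1546-fold, FL 128 ± 15.7 CPM), *Ndufa4l2* (chromosome 10, 127514967–127517154, at least 536-fold) and *Snrpn* (chromosome 7, 59982495–60140219, at least 117-fold). Toward BM CFU-Es they were those of *Hp* (chromosome 8, 109575128–109579172, at least 1591-fold), *Hk3* (chromosome 13, 55005985–55021385, at least 1560-fold) and *BC035044* (chromosome 6, 128849090–128891126, at least 481-fold). *Hp* varied widely among the BM CFU-E libraries (161 ± 154 CPM). So did *Mpo*, at 17405 ± 15280 CPM in BM CFU-Es and 7.41 ± 8.93 CPM in FL CFU-Es. All 14 genes of a granulocyte progenitor list were DEGs lower in FL CFU-Es, with a median log2 fold change of −9.38.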

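The 13 heme biosynthesis genes had a median log2 fold change of 0.77 in FL CFU-Es over BM CFU-Es. Of these 12 were higher in FL CFU-Es, 4 as DEGs, and 1 gene was a DEG in the other direction. Adjusted over the list alone 13 changed, and over all genes 8. Camera gave the list an adjusted p of 4.75e-05, fry 0.00459 and camera with an estimated correlation 0.26. The median was at percentile 99.99 of lists matched on expression, and between 0.70 and 1.00 with each library left out. The list was also higher in FL BFU-Es, at a median of 0.69.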

Analyses of the DEGs revealed that the top upregulated GO terms in FL CFU-Es included inorganic ion homeostasis and the porphyrin-containing compound biosynthetic process (Figure 4C). Specifically, the expression levels of transporters such as *Tfrc* (transferrin transporter) and *Slc39a8* (zinc importer), which was implicated in hemoglobin biosynthesis [25,26], were significantly higher in FL CFU-Es than in BM CFU-Es (Figure 4D). Moreover, the expression levels of hemoglobin genes *Hba-a1* and *Hba-a2* and gene-encoding enzymes involved in heme biosynthesis such as *Alad* and *Fech* were also significantly higher in FL CFU-Es compared to those in BM CFU-Es (Figure 4E). 

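*Tfrc* (chromosome 16, 32608920–32632794) was at 1103 ± 115 CPM in FL CFU-Es and 401 ± 147 CPM in BM CFU-Es (n = 3), a log2 fold change of 1.46 (SE 0.30, adjusted p = 0.0116; 1.19 to 1.64 with each library left out). It was no longer called without FL CFU-E replicate 2 (adjusted p = 0.0528). *Slc39a8* (chromosome 3, 135825279–135888572) was at 191 ± 9.11 CPM and 38.8 ± 10.3 CPM, a log2 fold change of 2.30 (SE 0.23, adjusted p = 0.000604; 2.10 to 2.45). At the BFU-E stage the log2 fold changes were 1.15 and 1.31, and neither differed between the stages at an adjusted p of 0.05 (0.687 and 0.0502).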

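Among the globin genes, *Hba-a1* (chromosome 11, 32283511–32284465) was at 36.8 ± 12.9 CPM in FL and 2.92 ± 1.49 CPM in BM CFU-Es (n = 3), a log2 fold change of 3.65 (SE 0.44, adjusted p = 0.00142; 3.33 to 4.14 with each library left out). *Hba-a2* (chromosome 11, 32296489–32297298), a near-identical copy between which reads are hard to assign, had 65.8 ± 16.7 CPM and 4.71 ± 3.15 CPM, a log2 fold change of 3.80 (adjusted p = 0.00168). Globin transcripts made up at most 0.0306% of the counts in any progenitor library. At the BFU-E stage both were higher in BM (−5.11 and −5.83), but most BM transcripts came from 1 library (*Hba-a1* 17.5 ± 27.3 CPM). Of the enzymes, *Alad* (chromosome 4, 62509169–62519918, 499 ± 37.2 CPM and 239 ± 47.6 CPM) had a log2 fold change of 1.06 (SE 0.20, adjusted p = 0.00829; 0.88 to 1.15) and was not called without BM CFU-E replicate 2 (0.88, under 2-fold). *Fech* (chromosome 18, 64452914–64490251, 798 ± 36.5 CPM and 215 ± 32.5 CPM) had 1.90 (SE 0.18, adjusted p = 0.000576; 1.79 to 1.98). In BFU-Es *Alad* was at 1.04 and *Fech* at 1.57, and neither was shown to differ between the stages (adjusted p = 1 and 0.431).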

The differences in the expression of these genes were confirmed by real-time PCR (Figure 4F). Together, these findings suggest increased hemoglobin biosynthesis in FL CFU-Es and in BM CFU-Es.

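The paper proposes increased hemoglobin biosynthesis from the GO terms and from the transcript levels of transporters, globin genes and heme enzymes. Hemoglobin and heme themselves were not measured in these libraries. In FL CFU-Es the 23 lists included globin genes with a median log2 fold change of 1.97.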

### 3.5. GO Terms Involved in Immune Response/Immunoregulation Were Upregulated in BM Progenitors Than in FL Progenitors

We are also interested in genes with increased expression in BM progenitors compared to FL progenitors. Enriched GO terms of DEGs in both BFU-Es (Figure 5A) and CFU-Es (Figure 5B) included the upregulation of GO terms involved in the regulation of the immune response and antigen processing/presentation in BM erythroid progenitors compared to FL erythroid progenitors. 

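A list of antigen presentation genes had a median log2 fold change of −2.74 in FL over BM BFU-Es, with all 25 genes lower in FL and 22 of them DEGs (3 were lower bounds). Adjusted over the list alone 24 changed, and over all genes 23. In CFU-Es the median was −3.05, with all 20 genes tested lower in FL, 18 DEGs, and 20 changed under either adjustment. Camera gave adjusted p values of 2.42e-54 and 9.6e-29, fry 0.000325 and 0.000819, and camera with an estimated correlation 0.0283 and 0.0554. With each library left out, the median of the antigen presentation list, FL vs BM BFU-E, ranged from −2.86 to −2.53, and that of the antigen presentation list, FL vs BM CFU-E, from −3.29 to −2.73. Interferon response genes were lower in FL as well, with medians of −1.32 in BFU-Es and −1.59 in CFU-Es. In the BM CFU-E libraries the antigen presentation genes rose by a median log2 of 1.00 from replicate 2 to replicate 3 (CPM scaled by library totals alone), where *Mpo* rose by 2.99 and a granulocyte progenitor list by 2.06.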

A recent study identified an immune-prone erythroid cluster in human erythroblasts from the yolk sac, FL and BM by single-cell RNA-seq, and gene expression analyses of this cluster also showed GO enrichment in antigen processing/presentation [27]. Notably, the expression levels of a few major histocompatibility complex genes such as *H2-Ab1*, *H2-D1* and *H2-M3* were significantly higher in BM BFU-E and CFU-E than in their FL counterparts (Figure 5C). 

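*H2-Ab1* (chromosome 17, 34257689–34269419) was at 34.8 ± 3.66 CPM in FL and 106 ± 13.8 CPM in BM BFU-Es (n = 3), a log2 fold change of −1.61 (SE 0.16, adjusted p = 0.000136; −1.71 to −1.52 with each library left out). In CFU-Es it was at 18.6 ± 1.62 CPM and 36.2 ± 10.9 CPM, a log2 fold change of −0.96 (adjusted p = 0.0302). This stayed under 2-fold, and it was called without BM CFU-E replicate 2 (−1.16). *H2-D1* (chromosome 17, 35262730–35267499) changed by −2.52 in BFU-Es (319 ± 40.0 CPM and 1829 ± 255 CPM; adjusted p = 2.23e-05) and by −2.83 in CFU-Es (168 ± 12.6 CPM and 1190.2 ± 312 CPM; adjusted p = 0.000432). For *H2-M3* (chromosome 17, 37270220–37274484) the log2 fold changes were −2.42 (4.31 ± 1.46 CPM and 23.1 ± 5.97 CPM; adjusted p = 0.000909) and −3.73 (0.891 ± 0.936 CPM and 11.5 ± 2.57 CPM; adjusted p = 0.0362). The CFU-E call of *H2-M3* was lost without BM CFU-E replicate 1 (adjusted p = 0.0837) or FL CFU-E replicate 1 (0.126), and the change ranged over −4.80 to −3.11 with each library left out. None of the 3 changes was shown to differ between the stages (adjusted p = 0.202, 0.511 and 0.48). H2 genes share long stretches of sequence, so counts of single H2 genes are less certain than their sum.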

We further checked other marker genes of the immune-prone erythroid cluster such as *Cd63*, *Ly6e*, *Spi1* and *Tnfsf13* [27] and found higher expression levels of these genes in BM progenitors than in their FL counterparts (Figure 5E). 

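In BFU-Es *Cd63* (chromosome 10, 128900989–128912822) was at 46.7 ± 3.08 CPM in FL and 279.6 ± 51.9 CPM in BM (n = 3), a log2 fold change of −2.58 (SE 0.17, adjusted p = 1.67e-05; −2.73 to −2.48 with each library left out). *Ly6e* (chromosome 15, 74955051–74959905, 108 ± 11.7 CPM and 840.4 ± 47.8 CPM) changed by −2.97 (adjusted p = 4.99e-06) and *Spi1* (chromosome 2, 91082390–91115756, 16.4 ± 1.29 CPM and 36.7 ± 8.10 CPM) by −1.16 (adjusted p = 0.0033). The *Spi1* call was lost without BM BFU-E replicate 2 (−0.99) and with all groups in one fit (adjusted p = 0.136). Over the other alternatives for Spi1, FL vs BM BFU-E, the adjusted p ranged from 3.69e-06 to 0.0184. *Tnfsf13* (chromosome 11, 69682846–69685784) had no counts in FL BFU-Es and 7.57 ± 1.90 CPM in BM BFU-Es, at least 101.1-fold lower in FL. In CFU-Es the log2 fold changes were −4.50 for *Cd63* (adjusted p = 0.00052), −2.24 for *Ly6e* (adjusted p = 0.000736) and −4.75 for *Spi1* (adjusted p = 0.00497). *Tnfsf13* was at least 283-fold lower in FL CFU-Es. Those of *Cd63* and *Spi1* were larger in CFU-Es than in BFU-Es by −1.92 (adjusted p = 0.0217) and −3.60 (adjusted p = 0.0208), that of *Ly6e* not (adjusted p = 0.108). In BM CFU-Es *Spi1* varied from 16.9 to 154 CPM. With CPM scaled by library totals alone, it rose by a log2 of 3.37 from replicate 2 to replicate 3 (15.14 and 161.7 CPM), *Cd63* by 1.60, *Tnfsf13* by 1.40 and *Ly6e* by 0.83, alongside *Mpo*.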

The differences in the expression of these genes were confirmed by real-time PCR (Figure 5D,F). 

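Every library of BM BFU-Es and BM CFU-Es had more CPM of *H2-D1*, *H2-M3*, *Cd63*, *Ly6e*, *Spi1* and *Tnfsf13* than any FL library of the same stage. The BM CFU-E libraries also held 6311 to 49880 summed CPM of neutrophil markers, where FL CFU-E libraries held 3.35 to 25.03. Transcript levels of these genes and of the antigen presentation GO terms are the basis on which the paper proposes a higher immunomodulatory capability. Immune function was not measured in these libraries.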

Our findings suggest that BM erythroid progenitors possess a higher immunomodulatory capability than FL erythroid progenitors.

### 3.6. Overall Conserved Temporal Patterns in Gene Expression during FL and BM Terminal Erythropoiesis

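The erythroblast comparison used 24 libraries, 3 each of FL and BM Pros, Basos, Polys and Orthos sorted by Ter119, CD44 and forward scatter. They were prepared with another kit than the progenitors and read as 150 bp paired ends, and they come in a separate table, so progenitors and erythroblasts were not compared. Depth ranged from 16586600 to 22459561 estimated counts. Globin transcripts rose from 0.513 ± 0.182% of counts in BM Pros and 3.70 ± 0.357% in FL Pros to 61.8 ± 4.83% in BM Orthos and 56.9 ± 11.8% in FL Orthos (n = 3). The test, DEG thresholds and units were as for the progenitors. Adjacent stages were compared within FL and within BM, and FL with BM at each stage.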

Next, we examined the similarities and differences between FL and BM definitive terminal erythropoiesis. 

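In FL erythroblasts the first 2 principal components of log2 CPM held 65.5% and 11.0% of the variance, and in BM erythroblasts 71.6% and 13.8%. On these components the smallest distance between libraries of different stages was 50.2 in BM, above the largest distance within a stage (47.6). With a prior count of 0.5 in place of 2 the order was the other way round (56.6 and 73.5). In FL the smallest distance between stages was 20.0, below the largest distance within a stage (61.7). The latter lay between FL Pro replicates 1 and 3, at 4.949 and 66.63 on the second component. FL Ortho replicates 1 and 2, at 8.936 and 35.73 on it, were also farther apart than 20.0.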

PCA analyses revealed a clear separation of erythroblasts at each stage in both the FL (Figure S3A) and BM (Figure S3B). Distance analyses revealed similar temporal expression patterns during both FL (Figure S3C) and BM (Figure S3D) terminal erythropoiesis. 

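Over all expressed genes, the mean distance between FL libraries of adjacent stages was 119 ± 14.1 from Pro to Baso, 73.1 ± 7.79 from Baso to Poly and 134 ± 9.67 from Poly to Ortho (9 pairs each), and 229 ± 8.77 from Pro to Ortho. In BM these were 166 ± 9.62, 95.5 ± 8.41, 159 ± 16.6 and 296 ± 16.0. Libraries of 1 stage were themselves apart by 58.8 ± 8.16 (FL Poly) to 107 ± 15.7 (FL Ortho) in FL, where FL Pros were at 78.9 ± 24.7. In BM this ranged from 43.7 ± 11.0 (Pro) to 121 (Ortho).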

The bar plot representation of the gene numbers expressed at each stage exhibited decreasing patterns during both FL and BM terminal erythropoiesis (Figure S3E). 

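At 1 CPM or more, 10374 ± 952, 8888 ± 25.2, 8641 ± 147 and 7161 ± 520 genes were detected in FL Pros, Basos, Polys and Orthos, and 10285 ± 105, 9349 ± 195, 8423 ± 252 and 6541 ± 586 in the BM stages (n = 3). The rank correlation of gene number with stage was −0.972 in FL and in BM (permutation p = 1e-05 in each, the smallest that 100000 resamples give). Without the 2 libraries farthest from the middle stage it was −0.969 in both. CPM are shares of a library, so globin transcripts lower the count of other genes in Orthos. With globin genes removed before the shares were formed, the numbers were 10426, 9181, 9057 and 8417 in FL and 10281, 9590, 8947 and 8243 in BM. FL Pro replicate 3 alone had 11468 genes, where the lowest FL Pro library had 9730.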

We further identified DEGs between adjacent stages. Notably, during both FL and BM terminal erythropoiesis, the most DEGs were found between Pros and Basos, followed by those found between Polys and Orthos, with very few DEGs between Basos and Polys (Figure S3F,G). These findings indicate overall conserved temporal patterns in gene expression between FL and BM terminal erythropoiesis.

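From Pro to Baso, 1929 of 10586 genes tested were DEGs in FL (958 higher and 971 lower in Basos) and 3833 of 11208 in BM (1682 and 2151). From Baso to Poly there were 215 in FL (150 and 65) and 793 in BM (279 and 514). From Poly to Ortho there were 1486 in FL (1033 and 453) and 2360 in BM (1439 and 921). The order of the 3 steps stayed the same with each library left out: FL 1811 to 2099, 144 to 350 and 1362 to 1594, BM 3763 to 4004, 713 to 911 and 2137 to 2688. The FL Baso to Poly count was lowest without FL Baso replicate 3 and highest without FL Baso replicate 2. Among genes tested, the groups were apart in 41.7% (FL Baso to Poly) to 77.2% (BM Pro to Baso), where 10% would by chance. No other split of the same 6 libraries gave more than 1 DEG at any step. Those splits mix the stages, which widens the spread within groups, so this decides nothing about chance. Scaling by library size alone, which leaves the rising globin share in the scale, moved the directions most: the median log2 fold change of all genes was then −0.98, −0.33 and −1.56 in FL and −0.87, −0.64 and −2.05 in BM. With that scaling the Poly to Ortho step had the most DEGs in both tissues (5122 in FL and 5154 in BM). With all groups in one fit it had the most in FL (1876, against 1684 from Pro to Baso) and not in BM (2863 against 3312).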

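Across genes tested in both tissues, the FL and BM log2 fold changes of a step correlated at r = 0.71 from Pro to Baso (10305 genes), 0.65 from Baso to Poly (9261) and 0.76 from Poly to Ortho (8606). Of the DEGs called in both tissues at these steps, 1531 of 1539, 78 of 78 and 954 of 957 changed in the same direction. A test of whether a step differed between FL and BM called 3176 of 12071 genes from Pro to Baso, 57 from Baso to Poly and 1725 from Poly to Ortho. These calls rest on the adjusted p alone, without the fold change and CPM minima of the DEGs. The middle count was 0 in 4 of 12 fits with a library left out, with 1680 genes at an unadjusted p under 0.05. The paper concludes that temporal patterns are overall conserved from the distances, the gene numbers and the DEG numbers.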

### 3.7. Cluster Analyses Suggest Decrease in Protein Synthesis and Increase in Autophagy during Both FL and BM Terminal Erythropoiesis

We performed cluster analyses on the DEGs obtained from adjacent stage comparisons of the FL and BM separately. The DEGs in both the FL and BM were clustered into three groups. Genes in cluster 1 in both the FL (Figure 6A) and BM (Figure 6B) exhibited decreasing expression patterns and were enriched in the ncRNA metabolic process, ribosomal biogenesis, and tRNA metabolic process. In contrast, genes in cluster 2 in both the FL (Figure 6C) and BM (Figure 6D) exhibited increasing expression patterns and were enriched in post-translational protein modification and autophagy. Together, these results indicate a decrease in protein synthesis and an increase in protein and organelle clearance during both FL and BM terminal erythroid differentiation. 

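The 2895 genes called at any adjacent step in FL and the 5343 in BM were clustered by k-means into 3 groups on row-scaled log2 CPM. A decreasing cluster held 1332 genes in FL, with mean scaled levels of 1.15, 0.175, −0.149 and −1.17 in Pros, Basos, Polys and Orthos. In BM it held 2606 genes, at 1.28, 0.0968, −0.48 and −0.901. Ribosome biogenesis genes among the clustered genes all fell in it, 28 of 28 in FL and 34 of 34 in BM. From Pro to Baso that list had a median log2 fold change of −1.02 in FL and −2.69 in BM, from Baso to Poly −0.65 and −1.13, and from Poly to Ortho −1.54 and −0.64.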

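An increasing cluster held 1138 genes in FL (mean scaled levels −1.07, −0.322, 0.0592 and 1.33 from Pro to Ortho) and 1829 in BM (−1.11, −0.163, 0.0635 and 1.21). It took in 19 of 19 clustered autophagy genes in FL and 21 of 22 in BM. The autophagy list rose by a median log2 of 1.02, 0.42 and 1.54 over the 3 steps in FL and of 1.63, 0.29 and 2.33 in BM.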

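These levels are shares of the transcripts left in each stage, after normalization to equal composition. Neither total RNA per cell, protein synthesis nor organelle clearance was measured in the libraries. From the cluster profiles and GO terms the paper proposes a decrease in protein synthesis and an increase in clearance.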

Genes in cluster 3 were different between the FL and BM. The cluster 3 genes in the FL exhibited the highest expression of Pros and low expression of Basos, Polys and Orthos, and these genes were involved in ribonucleoprotein complex biogenesis (Figure 6E). 

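The remaining FL cluster held 425 genes and was lowest in Pros: the mean scaled levels were −1.40 in Pros, 0.304 in Basos, 0.517 in Polys and 0.576 in Orthos. Of 27 clustered cell cycle genes 25 fell in it, as did 17 of 18 mitosis genes. The number of clusters (3) was the paper's. Without row scaling the FL clusters held other numbers of genes (1310 decreasing, 511 increasing and 1074 remaining).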

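The remaining BM cluster of 908 genes had mean scaled levels of −0.79 in Pros, 0.484 in Basos, 0.996 in Polys and −0.689 in Orthos. It held 31 of 38 clustered cell cycle genes and 26 of 29 mitosis genes. The mitosis list changed by a median log2 of 1.71, 0.81 and −1.77 over the 3 steps in BM, and of 1.12, 0.36 and −0.35 in FL.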

Genes in cluster 3 in the BM had higher expression of Basos and Polys than Pros and Orthos, and these genes were involved in the cell cycle (Figure 6F). 

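Compared directly at each stage, the cell cycle list had median log2 fold changes of FL over BM of 0.16 in Pros, −0.15 in Basos, −0.46 in Polys and 0.24 in Orthos. For the mitosis genes these were 0.19, −0.48, −0.91 and 0.60. In both tissues the cell cycle genes rose from Pro to Baso (0.90 in FL and 1.07 in BM) and fell from Poly to Ortho (−0.35 and −0.55). The paper proposes cell cycle differences from the unlike profiles of the third clusters.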

The differences of cluster 3 imply there are cell cycle differences between FL and BM terminal erythropoiesis.

### 3.8. Upregulation of GO Terms Involved in Translation and TCA Cycle in FL Erythroblasts and Upregulation of GO Terms Involved in Response to Virus in BM Erythroblasts

Next, we performed the same stage comparison between FL and BM erythroblasts. 

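In the PCA of all 24 erythroblast libraries, the first 2 components held 50.2% and 21.3% of the variance. At the same stage the mean distance on these components between FL and BM was 83.5 for Pros, 133 for Basos, 141 for Polys and 142 for Orthos. The smallest FL to BM distance at a stage (62.3, 123, 131 and 122) was above the largest distance within either group (38.0, 21.5, 15.3 and 33.2) at all 4 stages. The smallest distance between any 2 groups was 20.0.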

PCA revealed a clear separation of samples not only between different maturational stages but also within the same stage between the FL and BM (Figure 7A), indicating differences between FL and BM erythroblasts. Indeed, 704, 1918, 1509 and 784 DEGs were identified between Pros, Basos, Polys and Orthos of the FL and BM. Among these DEGs, 277, 1113, 831 and 358 DEGs showed higher expression in the FL, while 427, 804, 678 and 426 DEGs showed higher expression in the BM (Figure 7B). 

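FL and BM differed in 1109 of 11388 genes tested in Pros, 2528 of 10327 in Basos, 2179 of 9872 in Polys and 1329 of 8362 in Orthos. The groups lay apart in 1106, 2517, 2173 and 1282 of these DEGs and in 38.9%, 68.5%, 67.5% and 45.9% of the genes tested (10% by chance). With each library left out the counts ranged from 961 to 1225, 2430 to 2731, 2067 to 2418 and 1134 to 1389. No other split of the libraries at a stage gave any DEG, but such splits mix FL and BM and widen the spread within groups, so this decides nothing about chance. Basos and Polys shared 1660 DEGs, all with the same direction, Pros and Basos 505 (499) and Polys and Orthos 768 (760). Tested directly and called by adjusted p alone, the FL to BM difference changed from Pro to Baso in 3176 genes, from Baso to Poly in 57 and from Poly to Ortho in 1725.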

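Of the DEGs, 401, 1458, 1309 and 656 were higher in FL Pros, Basos, Polys and Orthos, and 708, 1070, 870 and 673 were higher in BM. The share higher in FL was 36.2%, 57.7%, 60.1% and 49.4%. It depended on scaling: by library size alone it was 25.9%, 39.2%, 64.2% and 79.5%, where the median log2 fold change of all genes moved to −0.13, −0.28, 0.09 and 0.64.

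**Figure D1:**
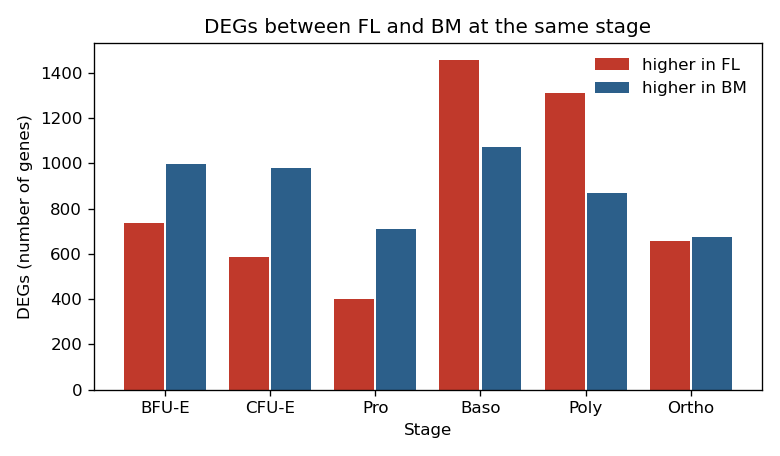
Numbers of DEGs between FL and BM at each stage, with those higher in FL in red and those higher in BM in blue.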

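The 3 DEGs with the largest fitted fold changes toward FL, among those with the groups apart, were taken at each stage. Where a group was at the detection floor the fitted value rests on the method, and the lower bound is given, which does not rank the genes. *Gmpr* (chromosome 13, 45507444–45553800) was among them at all 4 stages (log2 fold change 11.42 in Pros and 12.35 in Basos, at least 2813-fold in Polys and at least 984-fold in Orthos). *Slc2a1* (chromosome 4, 119108711–119137983) was among them in Basos (at least 4648-fold), Polys (12.55) and Orthos (14.11). The others were *Mt2* (chromosome 8, 94172664–94173568) in Polys (12.49) and Orthos (at least 3198-fold), *Ndufa4l2* in Pros (at least 348-fold) and Basos (at least 168-fold), and *Mrap* (chromosome 16, 90738207–90749785) in Pros (at least 316-fold). Toward BM they were *Cpne2* (chromosome 8, 94532990–94570531, −9.25 in Pros, at least 192-fold in Basos), *Hpn* (chromosome 7, 31098725–31115290, −9.23) and *Lgals3bp* (chromosome 11, 118392751–118402092, −7.87) in Pros and *Chst10* (chromosome 1, 38863867–38898161, at least 735-fold) in Basos. *Oasl1* (chromosome 5, 114923240–114937915) was among them in Basos (at least 176-fold) and Polys (at least 191-fold). Further ones were *Cxcr4* (chromosome 1, 128588199–128592293, at least 1364-fold) and *Oas2* (chromosome 5, 120730333–120749853, at least 67.4-fold) in Polys and *Aldh1a1* (chromosome 19, 20492715–20643465, −11.04), *Gda* (chromosome 19, 21391307–21473445, −10.80) and *Tgtp2* (chromosome 11, 49057194–49064206, −9.78) in Orthos. In FL Pro replicates 1, 2 and 3 the counts were 0, 0 and 9 for *Cpne2* and 0, 0 and 13 for *Hpn*. Their Pro values thus rest on replicate 3, and with a library left out they reached −14.04 and −14.54.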

The lists of DEGs at each stage are provided in Table S4. The GO terms of DEGs with increased expression in FL Pros, Basos, Polys and Orthos compared to their BM counterparts are shown in Figure 7C–F, respectively. 

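In FL Pros the 13 heme biosynthesis genes had a median log2 fold change of 1.15 over BM Pros. Of these 12 were higher, 8 as DEGs, and 1 was a DEG lower in FL; 13 changed whether adjusted over the list alone or over all genes. Camera gave an adjusted p of 1.12e-08, fry 0.00225 and camera with an estimated correlation 0.154. No random list matched on expression had as high a median, which ranged from 1.09 to 1.27 with each library left out. At later stages the medians were 0.14 in Basos, −0.09 in Polys and −0.42 in Orthos. Globin genes were at 3.12 in Pros, 1.73 in Basos, 1.03 in Polys and 0.00 in Orthos.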

As shown in Figure 7C, similar to the difference at the CFU-E stage, the top upregulated GO terms in FL Pros compared to BM Pros included heme/hemoglobin biosynthesis. 

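The 77 cytosolic ribosomal protein genes had median log2 fold changes of 1.79 in FL over BM Basos, 1.88 in Polys and 1.30 in Orthos, against 0.47 in Pros. They were higher in FL in 77, 77 and 73 of 77 genes, with 74, 77 and 51 DEGs. Adjusted over the list alone 76, 77 and 63 changed, and over all genes 76, 77 and 57. Camera gave adjusted p values of 5.75e-23, 1.1e-19 and 3.08e-14. The TCA cycle list had medians of 0.76 in Basos (21 genes, 19 higher, 9 DEGs), 0.92 in Polys (21, 19 and 9) and 0.73 in Orthos (19, 17 and 4), and −0.04 in Pros. Of its genes 19, 16 and 9 changed under either adjustment, with camera adjusted p values of 0.000288, 0.000703 and 0.0141. All 6 held under fry (the largest was 0.0245) and none with an estimated correlation (0.389 to 0.427). Random lists matched on expression and length had themselves a median of 1.36 in Basos, and the ribosomal list was above all 10000 of them. Such lists could draw the ribosomal genes themselves, so their median is not a measure of length alone. Without the TMM normalization the medians stayed positive (ribosomal 1.51, 1.99 and 1.89; TCA 0.49, 1.03 and 1.37). The FL to BM differences of mitochondrial ribosomal protein genes (1.18, 1.17 and 1.01) and of respiratory chain genes (1.45, 1.29 and 1.03) had the same direction. Cell size was not measured in these libraries, and the paper proposes a contribution to it from the GO terms.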

Notably, the GO terms for translation and TCA cycle were upregulated in FL Basos (Figure 7D), Polys (Figure 7E) and Orthos (Figure 7F) compared to their BM counterparts, which may contribute to the larger cell size of FL erythroblasts. In contrast, the GO term for the response to viruses was upregulated in BM erythroblasts at all maturational stages compared to their FL counterparts (Figure 7G–J), indicating the exposure of erythroblasts to viruses in the BM but not in the FL.

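An interferon response list was lower in FL at all 4 stages. The median log2 fold changes were −2.03 in Pros (35 genes, 33 lower, 24 DEGs), −4.13 in Basos (35, 35 and 32), −4.32 in Polys (34, 34 and 31) and −4.22 in Orthos (36, 36 and 30). With genes at the detection floor taken at their bounds the medians in Basos and Orthos were −3.73 and −4.19. Adjusted over the list alone 30, 35, 32 and 35 genes changed, and over all genes 28, 35, 32 and 35. Camera gave adjusted p values of 4.46e-19, 1.39e-25, 8.35e-36 and 3.77e-43. These held under fry (at most 0.00461) and not with an estimated correlation (0.152 to 0.27). For the interferon response list, FL vs BM Pro, the median was −3.27 without FL Pro replicate 3 and between −2.22 and −1.57 in the other fits. Summed over 38 genes, the lowest BM library had 2.17, 6.34, 6.99 and 8.82 times the CPM of the highest FL library from Pro to Ortho. Virus transcripts were not quantified in the table. From the GO term the paper concludes that BM erythroblasts are exposed to viruses and FL erythroblasts are not.

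**Figure D2:**
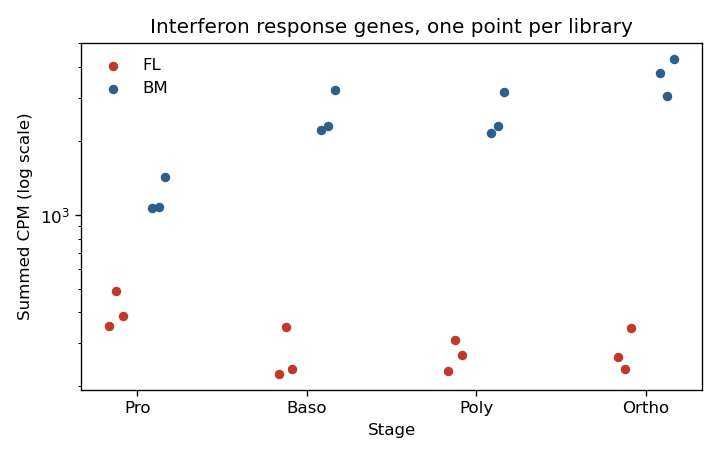
Summed CPM of 38 interferon response genes in each FL and BM erythroblast library, on a log axis with 1 point per library.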

### 3.9. Specifically Expressed Genes in FL or BM Erythroblasts

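A gene was counted as FL- or BM-specific when it was a DEG in the same direction at all 4 stages with a fold change of at least 8 at each. By this rule 27 genes were FL-specific and 41 BM-specific.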

To further investigate the differences between FL and BM terminal erythropoiesis, we sought to identify genes with drastically different expression levels (minimum eight-fold) between the FL and BM across all terminal maturational stages and found a total of 116 such genes. The list of these genes is provided in Table S5. Among these genes, 43 genes were significantly more highly expressed in FL erythroblasts at all maturational stages compared to their BM counterparts. 

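The 27 genes higher in FL were *Adra2b*, *Amot*, *Ampd2*, *Aqp3*, *Arid3b*, *Bnip3*, *Chd7*, *Col4a2*, *Ctnnal1*, *Fam83g*, *Gmpr*, *Hif3a*, *Lgals1*, *Mcub*, *Mdga1*, *Mt1*, *Mt2*, *Muc6*, *Ndufa4l2*, *Pgam1*, *Ptpru*, *Pygl*, *Slc16a3*, *Slc2a1*, *Stk10*, *Ston2* and *Tmem40*. The number was 2 when at least 10 counts were asked of every library, which removes genes at the floor in BM, and 46 with no abundance minimum. Of the paper's 43 genes 19 were among the 27.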

Notably, hypoxia-regulated genes such as *Hif3a, Slc2a1* (encoding Glut1) and *Aqp3* were only expressed in FL erythroblasts (Figure 8A). On the other hand, the expression levels of 73 genes were drastically higher in BM erythroblasts than their FL counterparts. Specifically, the family of 2′-5′-oligoadenylate synthetases (OASs) *Oas1a*, *Oas1b, Oas3 and Oasl1*, interferon-induced enzymes which are all involved in the antiviral signaling pathway [28], were only expressed in BM erythroblasts (Figure 8B), indicating the exposure of BM erythroblasts to viruses. Additionally, *Cxcr4*, the receptor for chemokine *Cxcl12* [29], was also specifically expressed in the BM (Figure 8C). 

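*Hif3a* (chromosome 7, 17031507–17062427) was at 408 ± 108 CPM, 247 ± 33.5 CPM, 202 ± 45.0 CPM and 63.4 ± 18.9 CPM in FL Pros, Basos, Polys and Orthos and at 18.0 ± 2.79 CPM, 0.722 ± 0.456 CPM, 0.185 ± 0.0502 CPM and 0.0425 ± 0.0403 CPM in BM (n = 3). BM Pros thus expressed it above 5 CPM. Its log2 fold changes were 4.50 (SE 0.24, adjusted p = 3.11e-06), 8.38 (SE 0.30, adjusted p = 7.8e-10) and 10.04 (SE 0.29, adjusted p = 1.45e-09), and it was at least 352-fold higher in FL Orthos. From Pro to Baso the difference grew by 3.94 (adjusted p = 9.91e-07). *Slc2a1* (chromosome 4, 119108711–119137983) was at 137 ± 20.6 CPM, 662 ± 206 CPM, 748 ± 15.2 CPM and 2442 ± 1394 CPM in FL and at most 0.430 CPM in any BM library. Its log2 fold change was 9.29 in Pros, 12.55 in Polys and 14.11 in Orthos, and in Basos it was at least 4648-fold higher in FL (adjusted p at most 8.27e-07 at every stage). *Aqp3* (chromosome 4, 41092722–41098183) was at 51.7 ± 7.45 CPM, 31.8 ± 8.69 CPM, 21.7 ± 1.72 CPM and 6.58 ± 2.62 CPM in FL and at most 0.498 CPM in BM. Its log2 fold change was 6.92 in Pros and 7.75 in Basos, and it was at least 142-fold higher in FL Polys and at least 36.5-fold higher in FL Orthos (adjusted p = 7.69e-07, 3.66e-09, 6.36e-09 and 1.38e-06). A hypoxia list had medians of 0.93 in Pros (31 genes, 25 higher), 3.06 in Basos (27, 23 higher), 3.78 in Polys and 3.33 in Orthos (3.58 and 3.27 with bounds).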

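Genes higher in BM by this rule numbered 41 and included *B2m*, *Cxcr4*, *Dhx58*, *H2-Q4*, *Ifi27*, *Ifi47*, *Ifitm3*, *Igtp*, *Isg15*, *Lgals9*, *Ly6e*, *Oas1a*, *Oas1c*, *Oas3*, *Oasl1*, *Rsad2*, *Rtp4*, *Samd9l*, *Tgtp2*, *Trim30a* and *Xaf1*. Of the paper's 73 genes 31 were among them. The number fell to 12 with at least 10 counts in every library and rose to 55 with no abundance minimum.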

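*Oas1a* (chromosome 5, 120896256–120907521) was at 21.8 ± 9.81 CPM, 19.5 ± 11.7 CPM, 17.1 ± 7.96 CPM and 20.6 ± 13.3 CPM in BM Pros, Basos, Polys and Orthos and at most 0.988 CPM in any FL library (n = 3). Its log2 fold changes were −5.38, −6.33, −6.66 and −6.99 (adjusted p = 6.79e-05, 6.84e-07, 2.93e-06 and 1.19e-06). *Oas1b* (chromosome 5, 120812635–120824163) was at 3.82 ± 2.84 CPM in FL Pros, under the 5 CPM minimum, against 9.59 ± 1.86 CPM in BM Pros. The Pro change of −1.33 (SE 0.47, adjusted p = 0.0737; −2.10 to −0.98 with each library left out) was not called. It was called without FL Pro replicate 3 (adjusted p = 0.00171), with DESeq2 and with a replicate block, and over all alternatives the adjusted p ranged up to 0.197. At the later stages *Oas1b* changed by −4.23, −3.70 and −4.16 (adjusted p = 2.15e-08, 1.34e-07 and 2.81e-06), and from Pro to Baso the difference moved by −2.83 (adjusted p = 0.000373). *Oas3* (chromosome 5, 120753098–120777661, 34.9 ± 7.41 CPM, 212 ± 66.6 CPM, 208 ± 55.0 CPM and 204 ± 43.7 CPM in BM) changed by −4.48, −7.25, −6.88 and −6.61 (adjusted p = 0.000105, 1.37e-08, 2.38e-08 and 4.87e-07). *Oasl1* (chromosome 5, 114923240–114937915, 37.9 ± 9.20 CPM, 28.7 ± 9.73 CPM, 28.1 ± 6.44 CPM and 14.6 ± 5.90 CPM in BM) changed by −6.54 in Pros (adjusted p = 0.000151), and by −10.14 without FL Pro replicate 3. At the later stages it was at least 176-fold, at least 191-fold and at least 122-fold lower in FL. *Oas1a* and *Oas1b* are similar in sequence, and part of their reads is hard to assign to either. The paper reasons from these interferon-induced genes to exposure of BM erythroblasts to viruses.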

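*Cxcr4* (chromosome 1, 128588199–128592293) was at 30.7 ± 0.780 CPM, 113 ± 12.3 CPM, 200.4 ± 21.9 CPM and 36.6 ± 4.36 CPM in BM Pros, Basos, Polys and Orthos and at most 0.679 CPM in any FL library (n = 3). Its log2 fold change was −6.72 in Pros (SE 0.50, adjusted p = 1.7e-05) and −9.23 in Basos (SE 0.23, adjusted p = 9.8e-11). The Pro value ranged over −8.05 to −6.10 with each library left out. It was at least 1364-fold lower in FL Polys and at least 304-fold lower in FL Orthos. The difference grew from Pro to Baso by −2.49 (adjusted p = 0.00985). The size of this growth depends on FL Pro counts of 0, 4 and 11 in replicates 1, 2 and 3.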

Consistent with the RNA-seq results, we could not detect the expression of *Hif3a, Slc2a1* and *Aqp3* in BM erythroblasts although we detected their expression in FL erythroblasts by real-time PCR. Similarly, we could not detect the expression of *Oas1a*, *Oas1b, Oas3, Oasl1* and *Cxcr4* in FL erythroblasts although we were not able to detect their expression in FL erythroblasts by real-time PCR. Together, these findings indicate different microenvironments for FL and BM erythropoiesis.

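At every erythroblast stage a list of hypoxia genes was higher in FL and a list of interferon response genes higher in BM. The hypoxia list was also higher in FL BFU-Es (median log2 fold change 0.60) and FL CFU-Es (0.33). From *Hif3a*, *Slc2a1*, *Aqp3*, the OAS genes and *Cxcr4* the paper concludes that the microenvironments differ. Oxygen, interferon and the cells around the erythroblasts were not measured in these libraries, and FL and BM also differed in age.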

## 4. Discussion

The present study presents a comprehensive transcriptomic and characteristics comparison of FL and BM definitive erythroid cells at all maturational stages from BFU-Es to orthochromatic erythroblasts. These comparative studies have uncovered previously unrecognized characteristics of murine FL and BM definitive erythroid cells as well as their similarities and differences, providing novel insights into erythrocyte biology. The transcriptomes of erythroid cells at all maturational stages lay the foundation for future mechanistic studies.

It has been known for a long time that red blood cells generated by FL definitive erythropoiesis are macrocytic and hyperchromatic. Indeed, we have recently shown that the mean corpuscular volume of red blood cells from neonatal mice is ~2 times larger than that of red blood cells from adult mice [30]. However, the underlying mechanisms for the larger FL red blood cells remain unclear. Based on the findings that red blood cell size is negatively correlated with the number of erythroblast cell division [31,32,33,34], it was thought that the larger size of FL-generated red blood cells could be attributed to the skipping of a cell division during the terminal erythroid differentiation of FL definitive erythropoiesis. Here we found that FL erythroid cells at all maturational stages were larger than their BM counterparts. We also showed that FL and BM CFU-Es underwent similar numbers of cell division. Our findings strongly suggest that the larger cell size of FL-generated red blood cells is not due to a decreased cell division number of FL erythroblasts. A recent study showed that EPO/EPOR signaling increased red blood cell size while also paradoxically increasing the number and speed of erythroblast cell cycles [35]. However, it should be noted that EPO/EPOR signaling only increased the red blood cell size by ~20%; thus, increased blood EPO levels in fetuses or neonates could not explain the two-times differences in cell size between the FL-generated and BM-generated red blood cells [30,36,37]. Interestingly, our transcriptome comparisons revealed that translation and TCA were significantly more upregulated in FL erythroblasts compared to BM erythroblasts, likely due to the need for more protein synthesis and energy production for the larger cells [38,39,40]. Together, these findings indicate that larger cell size is an intrinsic characteristic of FL erythroid cells starting from the earliest committed erythroid progenitors.

In contrast to the extensive studies on mouse FL erythroid progenitor BFU-E and CFU-E cells [9,18,41,42], our knowledge on BM erythroid progenitors is very limited due to the lack of methods to isolate mouse BM erythroid progenitors. We recently developed a method to purify mouse BM BFU-E and CFU-E cells [8] which enabled us not only to obtain the transcriptomes of BM BFU-E and CUF-E cells but also to compare them with their FL counterparts. One interesting finding is that FL BFU-E cells exhibit higher proliferation capacity and express higher levels of genes involved in the cell cycle than BM BFU-E cells. Specifically, FL BFU-E cells express higher levels of glucocorticoid receptor *Nr3c1*, *Myc* and *Ccna2*. It has been reported that dexamethasone treatment led to increased expression of Myc in FL BFU-E cells [9]. It also has been reported that Myc serves as the transcription factor for Ccna2 [22,23,24]. These findings indicate the role of the Nr3c1-Myc-Ccna2 axis in the hyperproliferation of FL BFU-E cells and provide novel insights into the mechanisms of the effect of glucocorticoid on BFU-E cells. Another major difference between FL and BM BFU-E cells is that while the proliferation capacity of FL BFU cells is highly heterogeneous, that of BM BFU-E cells is relatively homogenous. In future studies, it will be important to investigate the molecular basis for the heterogeneity of FL BFU-E cells and define the genes which are responsible for the highly proliferative capacity of FL BFU-E cells using a single-cell RNA-seq approach. The results from such studies should have implications in developing strategies to enhance ex vivo red blood cell production. The third difference is that FL BFU-Es underwent two more cell divisions compared to BM BFU-E cells. 

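At the BFU-E stage *Ccne1* (chromosome 7, 38097984–38107534) was at 41.9 ± 3.02 CPM in FL and 10.9 ± 4.25 CPM in BM (n = 3), a log2 fold change of 1.94 (SE 0.29, adjusted p = 0.0012; 1.66 to 2.24 with each library left out). *Ccne2* (chromosome 4, 11191351–11204779, 147 ± 15.2 CPM and 41.8 ± 11.3 CPM) changed by 1.81 (adjusted p = 0.00027; 1.66 to 2.03). *Dna2* (chromosome 10, 62947026–62974185, 73.8 ± 13.0 CPM and 22.1 ± 3.02 CPM) changed by 1.74 (adjusted p = 0.000262; 1.59 to 1.86). In CFU-Es the log2 fold changes were 0.22, 0.94 and 0.77. The differences between the stages were −1.73, −0.88 and −0.98 (adjusted p = 0.0176, 0.0952 and 0.0286). These genes also act in DNA replication or the cell cycle, and telomere length was not measured in these libraries.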

Interestingly, the genes involved in telomere maintenance, such as Ccne1, Ccne2, Rad51 and Dna2 (Table S2), exhibited higher expression in FL BFU-Es than BM BFU-Es. Given the important role of telomeres in cell division [43,44,45], it is reasonable to speculate a potential role of enhanced telomere maintenance in the cell division of FL BFU-E cells.

At the CFU-E stage, one of the major differences between the FL and BM is that GO terms involved in ion homeostasis and heme biosynthesis are highly enriched in FL CFU-Es. Interestingly, in addition to the upregulation of transferrin receptor *Tfrc*, the expression of a zinc importer *Slc39a8* is also significantly higher in FL CFU-Es compared to BM CFU-Es. Together with the previous findings that cellular zinc deficiency impairs heme biosynthesis [25,46] and that zinc deficiency has been associated with anemia in humans [47,48], our findings suggest the potentially important roles of the zinc transporter in hemoglobin biosynthesis or/and erythropoiesis which is currently understudied and warrants further investigation.

Red blood cells are traditionally thought of as only inert oxygen carriers. Interestingly, there is increasing evidence that CD71^+^-nucleated erythroid cells possess an immunomodulatory function [27,49,50,51]. A recent study identified a subset of immunomodulatory human erythroblasts present from the yolk sac to the adult BM throughout human ontogenesis [27]. But it is unclear whether erythroid progenitors also possess such a function. Our findings that both BFU-Es and CFU-Es express immunomodulatory genes strongly suggest that the immunomodulatory function of erythroid cells starts from the earliest-committed-stage BFU-Es. Moreover, our findings that GO terms enriched in immunoregulation are significantly higher in BM erythroid progenitors indicate a stronger immunomodulatory capacity of BM erythroid progenitors, reflecting the more complex responses in the BM than in the FL.

We also compared the transcriptomes of erythroblasts at all maturational stages between the FL and BM and found overall conserved temporal patterns. Consistent with previous RNA-seq analyses on human erythroblasts [52], gene numbers expressed at each stage decreased during both FL and BM definitive terminal erythropoiesis, indicating that the downregulation of transcription is a conserved feature between human and mouse definitive terminal erythropoiesis. 

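The fall in detected genes was seen under each way of counting, and it was smaller without globin transcripts. From Pros to Orthos the number went from 10374 to 7161 in FL and from 10285 to 6541 in BM. Without globin genes it went from 10426 to 8417 in FL and from 10281 to 8243 in BM. The correlation of gene number with stage changed from r = −0.90 to −0.83 in FL and was −0.96 in BM either way. A larger globin share thus accounts for a part of the fall and not for all of it. Amounts of RNA per cell, which would be needed to tell whether less was transcribed, were not measured in the libraries. From the gene numbers and earlier analyses of human erythroblasts, the paper concludes that the downregulation of transcription is conserved.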

Notably, while more than 1000 genes were differentially expressed between Pros and Basos and between Polys and Orthos in both the FL and BM, very few DEGs were found between Basos and Polys. 

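The BM count between Basos and Polys (793 DEGs) was above the FL count (215). By adjusted p alone, the direct test of the 2 changes against each other called 57 genes. In 49 of them the FL over BM difference rose from Baso to Poly.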

The same change patterns were also found in primary human FL erythroblasts [53] but not in in-vitro-cultured erythroblasts derived from CD34^+^ cells from human cord blood [52], peripheral blood [54] and the FL [53]. These findings suggest that dramatic changes occur during the transition from Pros to Basos and from Polys to Orthos (likely to prepare for enucleation) but not from Basos to Polys in vivo.

Another interesting finding is the exclusive expression of certain genes in either FL or BM erythroblasts. Our finding that Glut1 was only expressed in FL erythroblasts is consistent with a previous report that Glut1 was transiently expressed in erythrocytes during the neonatal period in mice [55,56]. Interestingly, out of the three hypoxia-inducible factors Hif1a, Hif2a and Hif3a, Hif3a is the only family member differentially expressed between FL and BM erythroblasts, suggesting the role of Hif3a in the response of FL erythroblasts to hypoxia. 

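*Hif1a* (chromosome 12, 73901375–73947530) was at 25.6 ± 7.36 CPM, 8.82 ± 1.16 CPM, 10.2 ± 1.30 CPM and 2.23 ± 0.648 CPM in FL Pros, Basos, Polys and Orthos and at 14.2 ± 2.46 CPM, 2.63 ± 0.670 CPM, 1.52 ± 0.468 CPM and 0.245 ± 0.208 CPM in BM (n = 3). Its log2 fold changes were 0.85, 1.74, 2.73 and 3.33 (SE 0.23, 0.24, 0.24 and 0.56; adjusted p = 0.0259, 4.95e-05, 4.01e-06 and 0.00057). It was a DEG in Basos and Polys, where a minimum of 5 TPM in place of 5 CPM removed the call. In Pros it was under 2-fold and called only without FL Pro replicate 3 (1.09), and in Orthos it was under 5 CPM in both groups and was called where that minimum or the globin genes were removed. *Epas1* (Hif2a) was not among the 12073 genes of the erythroblast table and was at 0.401 and 0.325 CPM in BM and FL BFU-Es (adjusted p = 0.809). The paper proposes a role of Hif3a because it alone of the 3 factors was called.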

In the case of Aqp3, a previous comparative study of FL primitive and BM definitive erythroid precursors reported that *Aqp3* is only expressed in FL primitive erythroblasts and can accumulate significant amounts of exogenous H_2_O_2_ [6]. Here, we found that *Aqp3* is also abundantly expressed in FL but not BM definitive erythroblasts, indicating *Aqp3* is a marker of fetal liver erythropoiesis. In marked contrast, members of the OAS family, which are interferon-induced genes and play important antiviral roles [57,58,59], were detected in BM erythroblasts but not expressed FL erythroblasts at all. These findings are in line with the facts that the fetus is protected from viral infection by the placenta [60,61]. Another gene that was only expressed in BM erythroblasts is Cxcl12 receptor *Cxcr4*. Given the critical role of CXCR4–CXCL12 interaction in the homing/retention of hematopoietic stem and progenitor cells [62,63], our findings suggest a mechanism for the retention of erythroblasts in the BM, while such a mechanism likely does not exist in the FL.

## Figures and Tables

**Figure 1:**
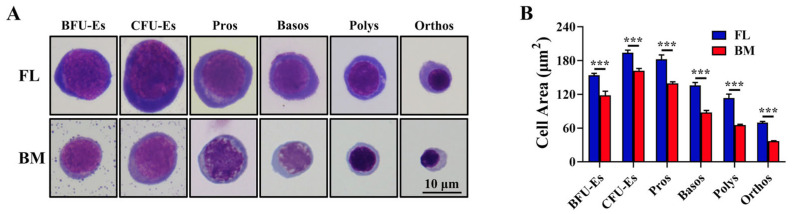
Morphology of mouse FL and BM erythroid cells. (**A**) Representative images of erythroid cells at all maturational stages from mouse E16.5 FL and adult BM. (**B**) Quantitative analysis of cell area of erythroid progenitors and precursors at all maturational stages. In total, 30 cells at each stage were used for quantification. *** *p* < 0.001. FL: fetal liver; BM: bone marrow; BFU-Es: burst colony forming unit-erythroids; CFU-Es: colony forming unit-erythroids; Pros: proerythroblasts; Basos: basophilic erythroblasts; Polys: polychromatic erythroblasts; Orthos: orthochromatic erythroblasts.

**Figure 2:**
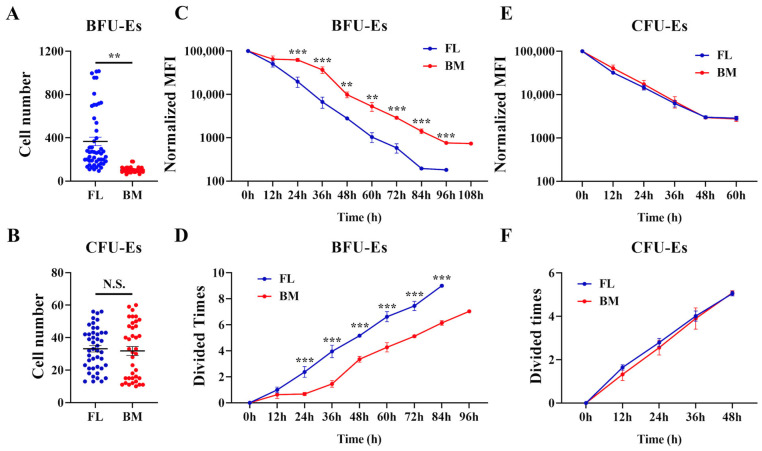
Proliferation capability of mouse FL and BM erythroid cells. (**A**) Numbers of cell grown from one sorted FL or BM BFU-E cell after culturing for 96 h. (**B**) Numbers of cell grown from one sorted FL or BM CFU-E cell after culturing for 48 h. (**C**) Normalized violet MFI of FL or BM BFU-Es detected at indicated time points. N = 3. (**D**) Numbers of cell division of FL or BM BFU-Es calculated based on changes in MFI. N = 3. (**E**) Normalized violet MFI of FL or BM CFU-Es detected at indicated time points. N = 3. (**F**) Numbers of cell division of FL or BM CFU-Es calculated based on changes in MFI. MFI: mean fluorescence intensity N = 3. N.S. Not Significant. ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
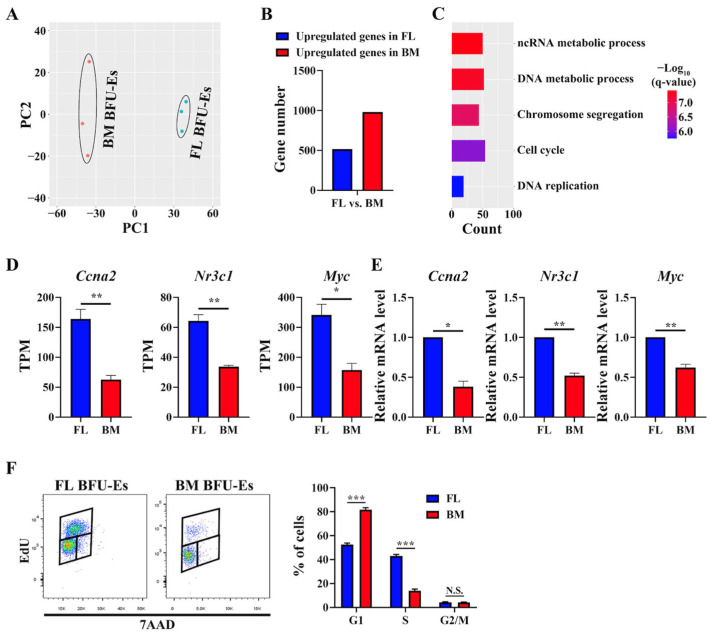
Comparisons between mouse FL and BM BFU-E cells. (**A**) Principal component analyses of transcriptomes showing separation of FL BFU-Es and BM BFU-Es. (**B**) Bar plot of differentially expressed gene (DEG) numbers between FL BFU-Es and BM BFU-Es. (**C**) Bar plot of GO terms enriched in genes with higher expression in FL BFU-Es than BM BFU-Es. (**D**) Expression levels of *Ccna2*, *Nr3c1* and *Myc* in FL and BM BFU-E cells from RNA-seq by TPM. (**E**) Expression levels of *Ccna2*, *Nr3c1* and *Myc* in FL and BM BFU-E cells as assessed by real-time PCR. *Gapdh* was used as control. (**F**) Cell cycle analyses of FL and BM BFU-E cells as assessed by in vivo EdU uptake by flow cytometry. N = 3. N.S.: Not Significant. * *p* < 0.05. ** *p* < 0.01, *** *p* < 0.001. q-value represents adjusted *p*. PC: principal component.

**Figure 4:**
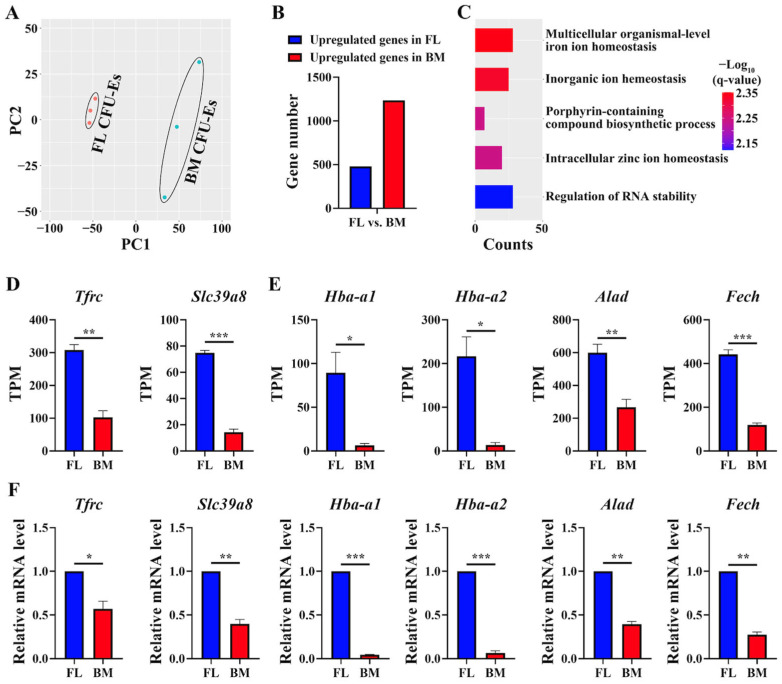
Comparisons between mouse FL and BM CFU-E cells. (**A**) Principal component analyses showing separation of FL CFU-Es and BM CFU-Es. (**B**) Bar plot of DEG numbers between FL CFU-Es and BM CFU-Es. (**C**) Bar plot of GO terms enriched in genes with higher expression in FL CFU-Es than BM CFU-Es. (**D**) Expression levels of *Tfrc* and *Slc39a8* in FL and BM CFU-Es from RNA-seq by TPM. (**E**) Expression levels of genes involved in hemoglobin biosynthesis in FL and BM CFU-Es from RNA-seq by TPM. (**F**) Expression levels of genes in D and E in FL and BM CFU-E cells as assessed by real-time PCR. *Gapdh* was used as control. N = 3. * *p* < 0.05. ** *p* < 0.01, *** *p* < 0.001. q-value represents adjusted *p*.

**Figure 5:**
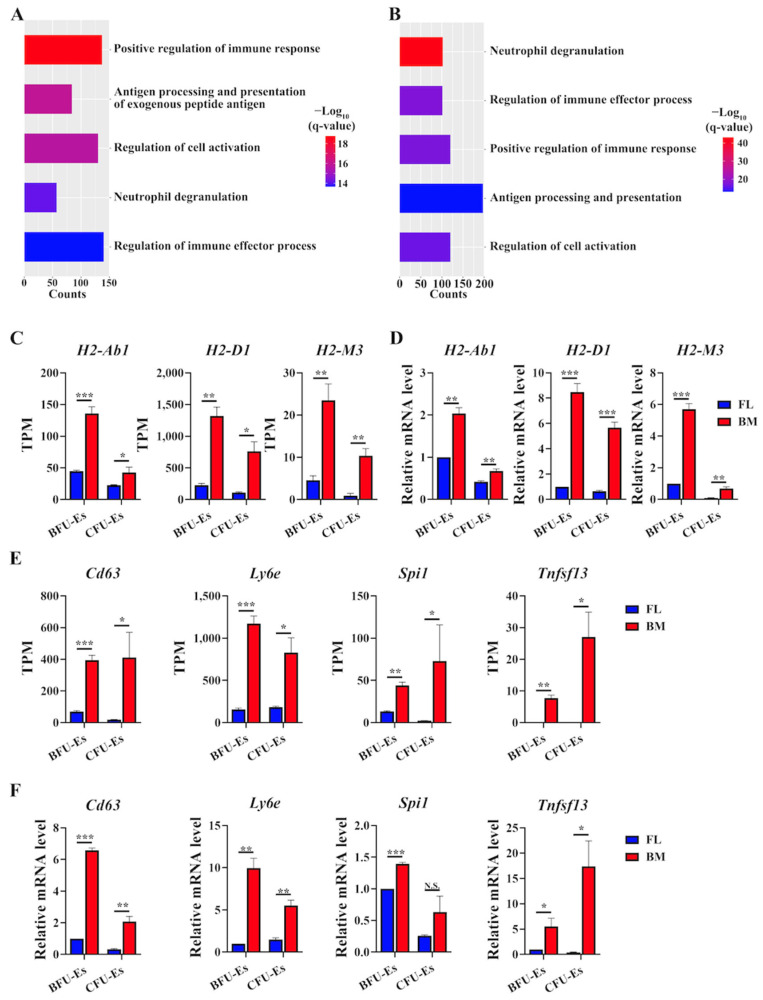
Upregulated GO terms and genes in BM progenitors than FL progenitors. (**A**) Bar plot of GO terms enriched in genes with higher expression in BM BFU-Es than FL BFU-Es. (**B**) Bar plot of GO terms enriched in genes with higher expression in BM CFU-Es than FL CFU-Es. (**C**) Expression level of histocompatibility complex genes from RNA-seq by TPM in FL and BM progenitors. (**D**) Expression level of histocompatibility complex genes as assessed by real-time PCR. (**E**) Expression level of marker genes involved in immunomodulation from RNA-seq by TPM in FL and BM progenitors. (**F**) Expression level of marker genes involved in immunomodulation as assessed by real-time PCR. *Gapdh* was used as control. N = 3. N.S.: Not Significant. * *p* < 0.05. ** *p* < 0.01, *** *p* < 0.001. q-value represents adjusted *p*.

**Figure 6:**
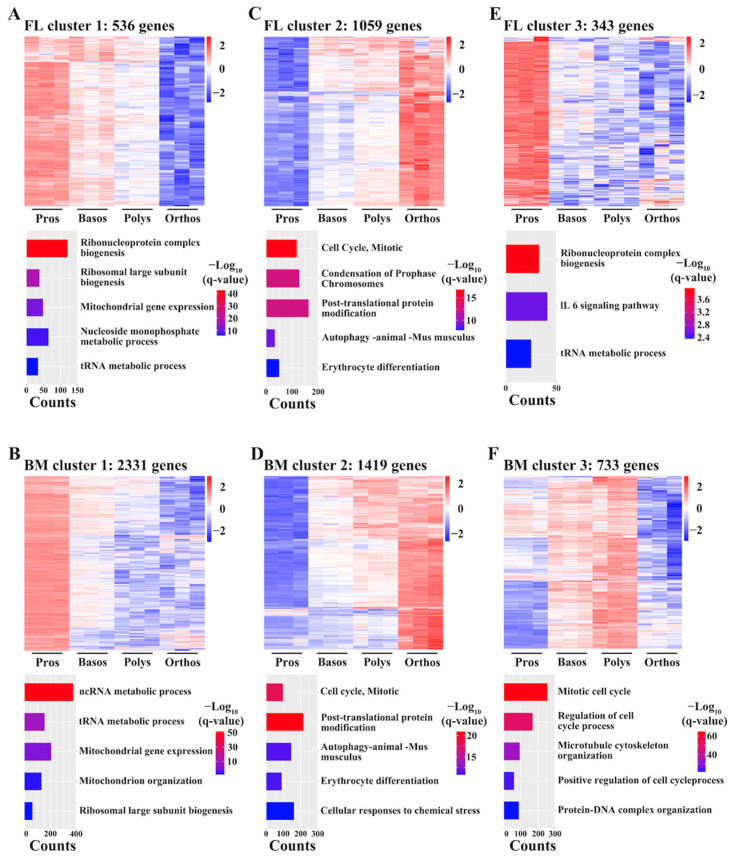
Clusters of DEGs between adjacent stages in FL and BM terminal erythropoiesis. Heatmap of gene expression and bar plot of enriched GO terms of genes in cluster 1 (**A**), cluster 2 (**C**) and cluster 3 (**E**) in FL terminal erythropoiesis. Heatmap of gene expression and bar plot of enriched GO terms of genes in cluster 1 (**B**), cluster 2 (**D**) and cluster 3 (**F**) in BM terminal erythropoiesis. q-value represents adjusted *p*.

**Figure 7:**
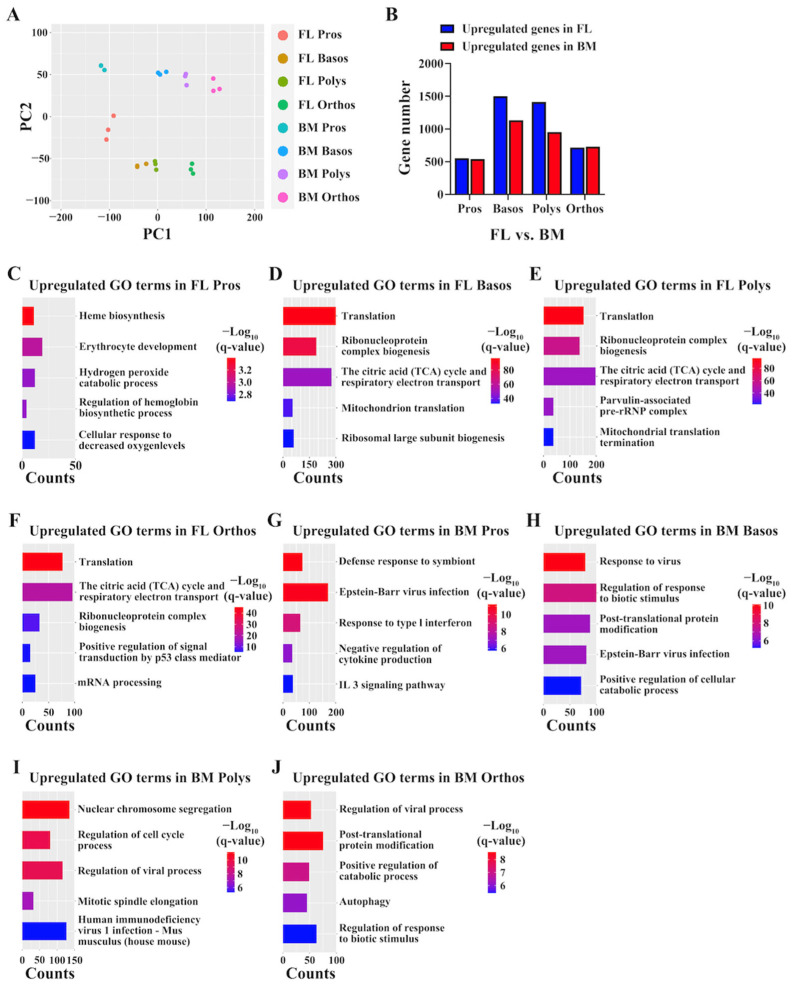
Same-stage transcriptome comparison between FL and BM erythroblasts. (**A**) Principal component analyses showing separation of FL and BM erythroblasts at all maturational stages. (**B**) Bar plot of numbers of DEGs at each stage between FL and BM erythroblasts. (**C**) Enriched GO terms of DEGs with increased expression in FL Pros compared to BM Pros. (**D**) Enriched GO terms of DEGs with increased expression in FL Basos compared to BM Basos. (**E**) Enriched GO terms of DEGs with increased expression in FL Polys compared to BM Polys. (**F**) Enriched GO terms of DEGs with increased expression in FL Orthos compared to BM Orthos. (**G**) Enriched GO terms of DEGs with increased expression in BM Pros compared to FL Pros. (**H**) Enriched GO terms of DEGs with increased expression in BM Basos compared to FL Basos. (**I**) Enriched GO terms of DEGs with increased expression in BM Polys compared to FL Polys. (**J**) Enriched GO terms of DEGs with increased expression in BM Orthos compared to FL Orthos. q-value represents adjusted *p*.

**Figure 8:**
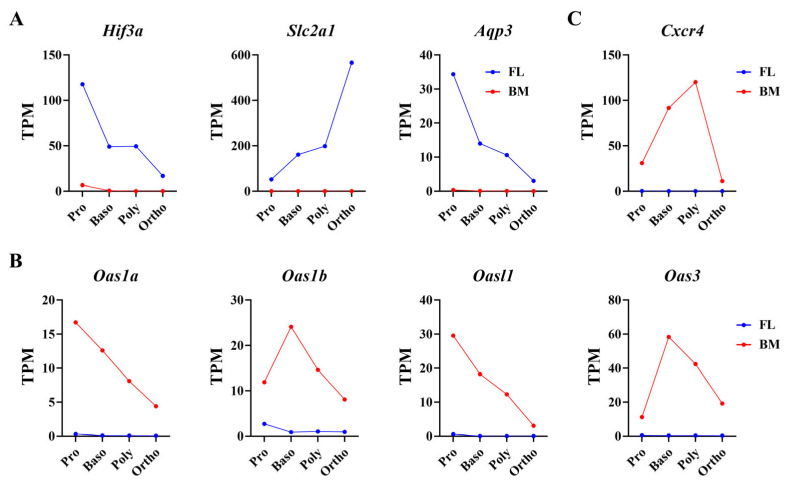
Specifically expressed genes in FL or BM erythroblasts. (**A**) Bar plot of expression of hypoxia-regulated genes *Hif3a*, *Aqp3* and *Slc2a1* from RNA-seq by TPM. (**B**) Bar plot of expression of genes involved in antiviral signaling pathway from RNA-seq by TPM. (**C**) Bar plot of Cxcr4 expression from RNA-seq by TPM. q-value represents adjusted *p*.

## Data Availability

The original data presented in the study are openly available in GEO at GSE269127.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13131149/s1, Figure S1: Gating procedure and isolation of FL and BM progenitors and erythroblasts; Figure S2: Cell division of FL and BM progenitor cells; Figure S3: Temporal patterns in gene expression in FL and BM terminal erythropoiesis; Table S1: Reagents and primers; Table S2: DEGs between FL BFU-Es and BM BFU-Es; Table S3: DEGs between FL CFU-Es and BM CFU-Es; Table S4: DEGs from same-stage comparison between FL and BM erythroblasts; Table S5: Specifically expressed genes in FL or BM erythroblasts.

# Supplementary material for: Global Transcriptomic and Characteristics Comparisons between Mouse Fetal Liver and Bone Marrow Definitive Erythropoiesis
**Source:** Cells. 2024 Jul 5;13(13):1149. doi: 10.3390/cells13131149
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES

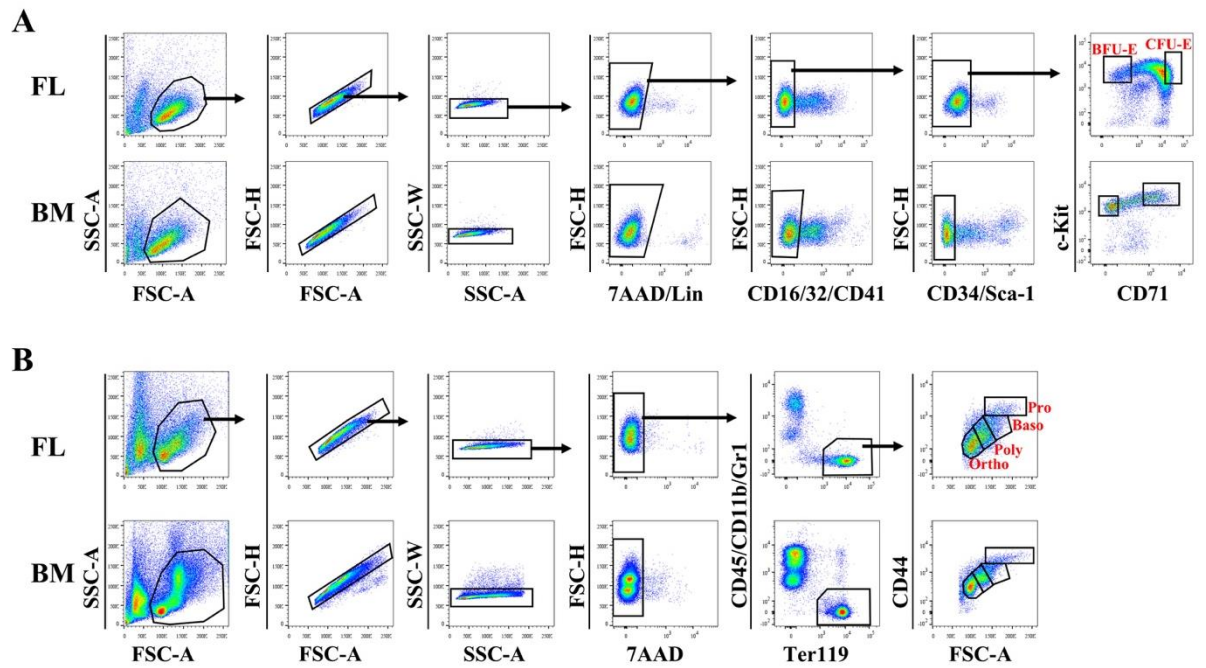

**Figure S1. Gating procedure and isolation of FL and BM progenitors and erythroblasts.** (A) Gating strategy for FL and BM BFU-E (cKit<sup>+</sup>CD71<sup>-</sup>) and CFU-E (cKit<sup>+</sup>CD71<sup>high</sup>). (B) Gating strategy for FL and BM erythroblasts (plot of CD44 versus FSC-A with gating the population proerythroblasts (Pro), basophilic (Baso), polychromatic (Poly), orthochromatic (Ortho) erythroblasts).

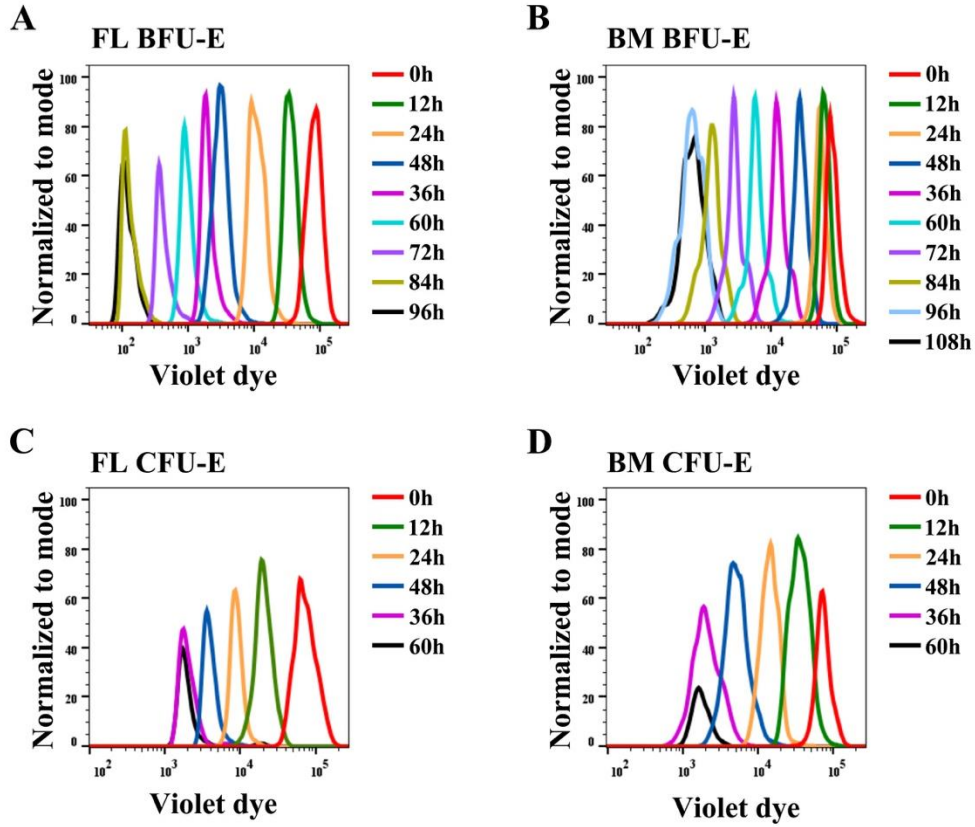

**Figure S2. Cell division of FL and BM progenitor cells.** (A) An overlay of the Violet Cell Trace signals every 12hrs from 0h to 96h of FL BFU-E cultured in vitro. (B) An overlay of the Violet Cell Trace signals every 12hrs from 0h to 108h of BM BFU-E cultured in vitro. (C) An overlay of the Violet Cell Trace signals every 12hrs from 0h to 60h of FL CFU-E cultured in vitro. (D) An overlay of the Violet Cell Trace signals every 12hrs from 0h to 60h of BM CFU-E cultured in vitro.

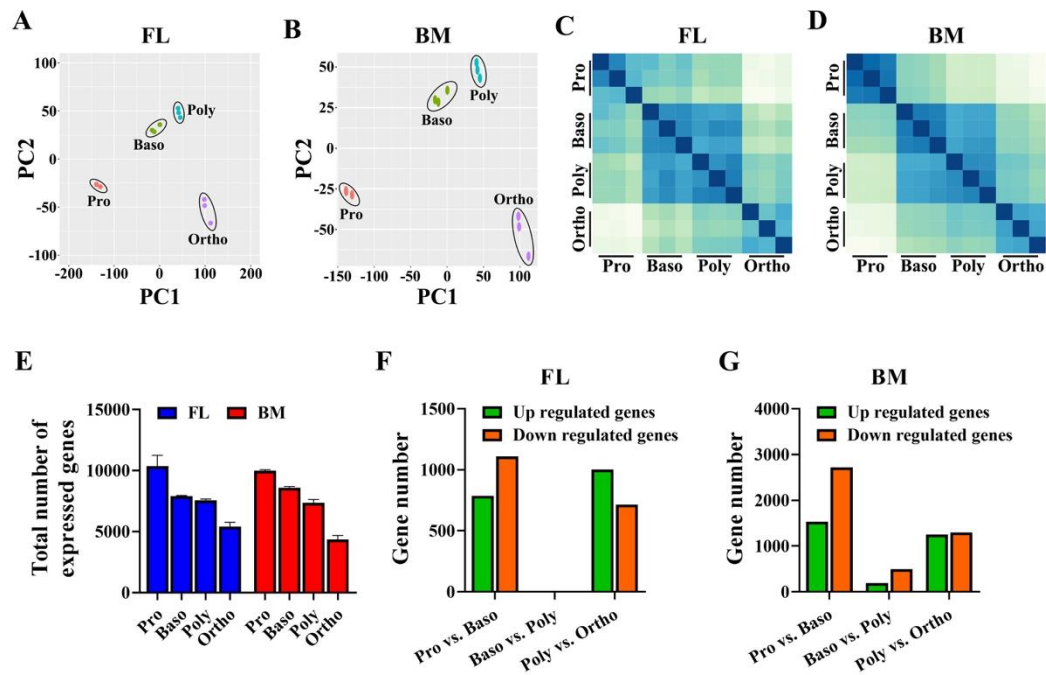

**Figure S3. Temporal patterns in gene expression in FL and BM terminal erythropoiesis.** (A) Principal component analyses showing the separation of stages in FL terminal erythropoiesis. (B) Principal component analyses showing the separation of stages in BM terminal erythropoiesis. (C) Heatmap of distances among different stages showing strong similarity of Baso and Poly in FL terminal erythropoiesis. (D) Heatmap of distances among different stages showing strong similarity of Baso and Poly in BM terminal erythropoiesis. (E) Bar plot of numbers of expressed genes at each stage in FL and BM terminal erythropoiesis. (F) Bar plot of numbers of DEGs between adjacent stages in FL terminal erythroblasts. (G) Bar plot of numbers of DEGs between adjacent stages in BM terminal erythroblasts.

## SUPPLEMENTARY TABLES

**Table S1 Reagents and primers**

**Table S2 DEGs between FL BFU-E and BM BFU-E**

**Table S3 DEGs between FL CFU-E and BM CFU-E**

**Table S4 DEGs from same-stage comparison between FL and BM erythroblasts**

**Table S5 Specifically expressed genes in FL or BM erythroblasts**

How the deposited data were processed for this re-analysis (not part of the article)

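The data were the authors' estimated counts per gene (kallisto, summed to genes) for 36 RNA-seq libraries of mouse erythroid cells, 3 for each of 12 groups: BFU-Es, CFU-Es, Pros, Basos, Polys and Orthos of FL (E16.5) and of BM (12 weeks). They come as whole numbers in 2 tables, 1 of the 12 progenitor libraries (13775 genes) and 1 of the 24 erythroblast libraries (12073 genes). The progenitor libraries were made with SMART-Seq HT and read as 50 bp paired ends, the erythroblast libraries with VAHTS Universal V6 and read as 150 bp paired ends. The 2 tables were never compared with each other. Every gene of a table had more than 10 counts in at least 3 libraries, so genes below that were already absent. Reads were not used here. Per-sample groups came from the sample labels, and no library was left out of the results reported first.

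Comparisons used edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, filterByExpr) in R 4.3.3. The FL and BM libraries of a stage were compared, as were adjacent stages within a tissue, with only the 6 libraries concerned in the fit. P values were adjusted by Benjamini–Hochberg over the genes tested in a comparison. A DEG had an adjusted p of at most 0.05, a fold change of at least 2 and a mean of at least 5 CPM in 1 group. The paper used the same thresholds with DESeq2 and 5 TPM. Whether a difference changed between 2 neighbouring stages was tested as an interaction. The fit took in all libraries of the table, 12 for progenitors and 24 for erythroblasts. Genes were called at an adjusted p of at most 0.05 over the genes tested, without the fold change and CPM minima of a DEG. FL- or BM-specific genes were DEGs with a fold change of at least 8 in the same direction at all 4 erythroblast stages.

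CPM are given as mean ± SD over 3 libraries after TMM normalization, and summed CPM of lists are scaled by library totals alone. Detection was taken at 3 counts, which was 0.0583 to 0.138 CPM in the progenitor libraries and 0.134 to 0.181 CPM in the erythroblast libraries. This floor holds counting error only, not variation between animals. Where all libraries of a group were at or under it, the fold change is given as a lower bound from the floor. Replicates of a group differed by more than counting error in all 36 pairs (chi-square over degrees of freedom 3.91 to 679; r of log2 CPM 0.898 to 0.994). Gene lengths and coordinates came from GENCODE vM21 on GRCm38 and were matched by symbol for 99.94% of the genes of each table, 13767 and 12066 genes.

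Gene lists were tested with camera in limma 3.58.1 (preset correlation 0.01) and adjusted over 23 lists: cell cycle, DNA replication, mitosis, heme biosynthesis, antigen presentation, interferon response, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, TCA cycle, respiratory chain, ribosome biogenesis, autophagy, hypoxia, neutrophil, macrophage, B cell, T cell, megakaryocyte, basophil and mast cell and hepatocyte markers, fetal-type genes, sex genes and globin genes. These lists were written before the data were examined, from general knowledge and without a GO database, so GO enrichment itself was not repeated. Lists of granulocyte progenitor, multipotent progenitor, committed erythroid and other basophil and mast cell genes and of tissue-restricted families were added after depth and marker lists had been seen, and a list of olfactory and vomeronasal receptors after its members had been seen high. Each list's median was set against 10000 random lists matched on expression, and on expression and length. Random lists could draw the list's own genes.

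PCA used log2 CPM (prior count 2) of the genes passing the filter, and distances in text are Euclidean. Adjacent-stage DEGs were clustered by k-means into 3 groups (50 starts) on row-scaled log2 CPM. The number of genes at 1 CPM or more was related to stage by rank correlation with a permutation test of 100000 resamples.

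Genes reported singly were chosen from those named in the paper's text and in Figures 3, 4, 5 and 8, and for each FL to BM comparison the 3 DEGs with the largest fold change in each direction whose groups lay apart.

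Chosen before the data were examined were the tests of the comparisons and lists, the thresholds and these alternatives: DESeq2 1.42.0, DESeq2 size factors in edgeR, library size scaling only, globin genes removed, no low-count filter, at least 10 counts in every library, no abundance minimum, a minimum of 5 TPM from reference transcript lengths, all groups in one fit, the replicate number as a block, each library left out, limma's fry, camera with estimated correlation and random lists. For FL- and BM-specific genes there were also 1 fit over all stages and 1 with stage as covariate. For clusters there were 4 clusters, DEGs from DESeq2 and no row scaling, for PCA the 500 most variable genes and a prior count of 0.5, and for detected genes 5 CPM, 5 counts, downsampling and 1 TPM. DESeq2 with 5 TPM was added after the results had been seen.

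The tests were tried on simulated counts with 200 genes changed 4-fold. edgeR recovered 196 and 200 of them in the 2 tables (4 and 1 false calls), DESeq2 199 and 200 (15 and 1), and the interaction test 185 and 200 (9 and 9). Apart from the changed genes, these counts were drawn from 1 BM group and held no difference between tissues or stages. K-means placed 600 of 600 genes. Not analysed here were the proliferation and cell size assays, EdU incorporation, flow cytometry and real-time PCR, which are not RNA-seq counts.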

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

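The tests of splits for the 12 comparisons, of interactions, of antigen presentation genes in BM CFU-Es and the 4 genes *Cd63*, *Ly6e*, *Spi1* and *Tnfsf13*, of macrophages and other cell types and of the globin share were chosen only after the results were seen, as was the list of olfactory and vomeronasal receptors. The lists of granulocyte progenitor, multipotent progenitor, committed erythroid, other basophil and mast cell and tissue-restricted genes were made after depth and marker lists had been seen, so tests on them came after the patterns and before their own results. CPM of single libraries and summed CPM in this part are scaled by library totals alone.

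The BM CFU-E libraries held many neutrophil transcripts. The summed CPM of the neutrophil markers were 6311, 18340 and 49880 in the 3 BM CFU-E libraries, 406.6 to 1208 in BM BFU-Es and 3.35 to 25.03 in FL CFU-Es. *Mpo* was at 17405 CPM on average in BM CFU-Es, *Elane* at 4330, *Prtn3* at 1308 and *Ctsg* at 818. If granulocyte progenitors were among the sorted BM CFU-E cells, other granulocyte progenitor genes should rise and fall with *Mpo* from library to library. All 14 of 14 granulocyte progenitor genes had the order of *Mpo* (13390, 4545 and 36110 CPM in replicates 1, 2 and 3), as did 39.4% of 10861 genes, so granulocyte progenitors remain a candidate explanation. *Mpo* itself was the gene by which the order was set, and no cell-level data were used here.

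Whether such cells explain the antigen presentation genes in BM CFU-Es was tested by their change from replicate 2 to replicate 3. The list rose by a median log2 of 0.996, the granulocyte progenitor genes by 2.059 and *Mpo* by 2.99, with 0.202 for all genes and −0.217 for committed erythroid genes. Of 20 antigen presentation genes 14 had the order of *Mpo* over the 3 libraries. The rise lay between the 2 predictions, so a share of the list could come from granulocyte progenitors and the explanations cannot be told apart. In BM BFU-Es, where the list was at −2.74, granulocyte progenitor genes had 1297 to 1701 summed CPM. For *Cd63*, *Ly6e*, *Spi1* and *Tnfsf13* the median was 1.499 (1.60, 0.83, 3.37 and 1.40), also between the 2 predictions, so that the explanations cannot be told apart.

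The BM BFU-E libraries held basophil and mast cell transcripts, at 503.8, 523.5 and 1568 summed CPM and 3.183 to 10.7 CPM in FL BFU-Es. Basophil or mast cell progenitors among the sorted BM BFU-E cells would raise further genes of these cells. All 8 of 8 other basophil and mast cell genes were higher in BM, with a median log2 fold change of −3.61 at percentile 0 of matched lists, so such progenitors remain a candidate explanation. By the paper's main text the gates differed, with CD71 low in FL and negative in BM. The caption of Figure S1 gives CD71 negative for BFU-Es of both tissues.

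More multipotent progenitors among the sorted BM BFU-E cells could lower cell cycle genes there. All 15 multipotent progenitor genes were higher in BM BFU-Es (median −1.97, percentile 0), while committed erythroid genes were at −0.17 (percentile 3.39). The test shows that the libraries differ in this way, not that cell cycle genes follow from it, so the explanations cannot be told apart.

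FL Pro replicate 3 was unlike its replicates. *Gm10800* was at 5883 CPM, against 0.0936 and 4.28 in FL Pro replicates 1 and 2 and at most 65.7 in any other library, and 2116 of 2244 genes with few counts (94.3%) were raised. Genomic DNA in that library would raise genes silent in erythroid cells. Tissue-restricted families rose by a median log2 of 1.01 (54 of 61 genes, percentile 97.4), just short of the percentile set beforehand. In the other erythroblast libraries this median was at most 0.157. Over the 2244 genes the excess correlated with transcript length (rank correlation 0.4066). Both values go with genomic DNA. The families' summed CPM, however, was 0.8662 times that of the higher of replicates 1 and 2. Genomic DNA thus cannot be told apart from other causes. Olfactory and vomeronasal receptors, a list made after its members had been seen high, rose by 2.16 in 312 of 321 genes. Cells of another type would raise a marker list. Against the higher of replicates 1 and 2, the summed CPM rose by 12.98-fold for the basophil and mast cell marker (1 gene, 2.11 CPM) and 12.58-fold for granulocyte progenitor genes (10.01 CPM). The rise was 2.646-fold for B cell markers (4.582 CPM), 1.314-fold for T cell markers and at most 1.237-fold for macrophage, hepatocyte, neutrophil and megakaryocyte markers. The raised lists had few counts, as other raised genes did, so cells of another type cannot be told apart from other causes. Leaving the library out moved the median of the interferon response list, FL vs BM Pro, from −2.03 to −3.27.

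How the FL to BM difference changed between stages differed strongly from gene to gene. The interaction test called 1086 genes from BFU-E to CFU-E (3279 of 13714 at an unadjusted p under 0.05), 3176 from Pro to Baso (4810 of 12071), 57 from Baso to Poly (1680) and 1725 from Poly to Ortho (3336). On simulated counts the same test made 9 false calls in each table. Those counts were drawn from 1 BM group, with no difference but the changed genes, and in erythroblasts for Basos and Polys only. The simulation thus does not give the error rate behind the 1086, 3176 or 1725 genes. With each library left out these ranged from 477 to 2253, 2250 to 3292 and 1166 to 2105. The 57 genes from Baso to Poly hung on single libraries (0 in 4 of 12 fits). Regroupings of the 12 libraries were tried as well. Of 200 possible 25 were drawn, and 2, 2, 2 and 4 of 25 gave as many genes, the real one included (largest others 5560, 3445, 3016 and 3650). A second scheme without reversals of FL and BM at 1 stage, chosen after this was seen, gave 1, 2, 1 and 1 of 25 (largest others 229, 3200, 2 and 748). All large counts came from regroupings that left FL and BM apart at a stage, which keep that stage's own difference. Those that mixed FL and BM at both stages gave 0 or 1 gene, and mixing widens the spread within groups. The regroupings thus decide nothing about chance, which cannot be told apart by them.

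For the 12 comparisons, 1 of 10 splits of 6 libraries, the real one, gave as many DEGs. With 10 splits the share cannot be under 0.1, so that chance alone is not excluded by this test. The largest other counts were 4 in BFU-Es, 1 from BM Pro to Baso and 0 elsewhere. For FL- and BM-specific genes 1 of 100 drawn combinations of splits, the real one, gave as many. The other splits mix FL and BM and gave 0 DEGs at each erythroblast stage, so no other combination could hold such a gene, and chance cannot be told apart by this test.

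Ribosomal protein genes were higher in FL Basos (median log2 fold change 1.79). FL cells earlier in maturation than BM cells of the same gate would show more of them. After the trend on the BM Pro to Ortho change was taken out (r = −0.261 over 10058 genes), the median was 1.75, at percentile 100, which excluded this as the whole cause. Lists matched on expression and length had a median of 1.36, against −0.068 when matched on expression only. The ribosomal list lay at percentile 100 of them, so length bias was excluded as the whole cause. The matched lists could draw the ribosomal genes themselves, so their median does not show how much goes with length. Globin transcripts took 23.88% of the counts in FL Basos and 14.78% in BM Basos. A larger share in FL lowers other genes there, so the share was excluded as a cause of higher ribosomal protein genes in FL.

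Hypoxia genes were higher in FL erythroblasts at percentile 100 of lists matched on length at all 4 stages, which excluded transcript length. Low oxygen, tissue and age were not tested.

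Interferon response genes were higher in BM erythroblasts. Macrophages or lymphocytes among the sorted BM cells would add their markers. Macrophage markers were lower in BM, at most 0.483 times the FL sum over the stages (0.299, 0.328, 0.483 and 0.293 from Pro to Ortho). This left out *Slc40a1*, set apart after its values were seen because erythroblasts express it; with it the ratios were 2.42, 2.06, 2.05 and 1.42. T cell markers were at 0.817, 1.36, 0.987 and 0.655. The 2 B cell genes were at 0.607, 5.96, 3.59 and 2.42, all at most 2.16 CPM. Macrophages were thus excluded, while tissue, age, infection and housing were not tested. A single sex or animal was excluded too, since the lowest BM library had at least 2.17 times the highest FL library at each stage. Y-linked genes were under 10 CPM in 5 of 12 progenitor and 4 of 24 erythroblast libraries, so libraries with and without Y-linked transcripts were both present.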

How the results depend on the processing

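All alternatives were chosen before the data were examined except DESeq2 with a minimum of 5 TPM, a test chosen only after the result was seen. None changed the sign of the medians of the 15 list results recomputed under them, or of a single gene's fold change. Other list medians given in the text were not recomputed under these settings. The balance of DEGs did reverse with library size scaling only: in Basos 57.7% of the DEGs were higher in FL, and 39.2% with that scaling. From FL Baso to Poly 150 higher and 65 lower became 34 and 341, from FL Poly to Ortho 1033 and 453 became 116 and 5006, and from BM Poly to Ortho 1439 and 921 became 178 and 4976. The last were 1373 and 1490 with all groups in one fit and 1048 and 1069 with DESeq2 and 5 TPM. Where the balance was near even (FL and BM Orthos, FL Pro to Baso), it reversed under several settings. The cause of a change was not tested unless the construction of the setting shows it.

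With no abundance minimum the DEGs numbered 3441 in Polys and 2270 in Orthos between FL and BM, 356 from FL Baso to Poly, 2492 from FL Poly to Ortho, 1550 from BM Baso to Poly and 3586 from BM Poly to Ortho; genes under 5 CPM are counted there by construction. With all groups in one fit Orthos had 2060; the normalization then spans all stages, and the cause was not tested. With library size scaling only there were 3811 from FL Pro to Baso, 375 from FL Baso to Poly, 5122 from FL Poly to Ortho, 2009 from BM Baso to Poly and 5154 from BM Poly to Ortho, where the globin share stays in the scale by construction. Of the other 120 settings none moved a DEG count beyond the bounds set.

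With camera and an estimated correlation 14 list results fell short of an adjusted p of 0.05, with medians unchanged by construction: cell cycle in BFU-Es (0.77, 0.0746), heme biosynthesis in CFU-Es (0.7723, 0.26) and Pros (1.15, 0.154), and antigen presentation in CFU-Es (−3.05, 0.0554). So did cytosolic ribosomal proteins in Basos (1.79, 0.427), Polys (1.88, 0.389) and Orthos (1.30, 0.406), TCA cycle in Basos (0.7648, 0.427), Polys (0.92, 0.389) and Orthos (0.73, 0.403), and interferon response in Pros (−2.03, 0.213), Basos (−4.13, 0.27), Polys (−4.32, 0.152) and Orthos (−4.22, 0.164). Antigen presentation in BFU-Es held (0.0283), and all 15 held under fry.

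FL-specific genes numbered 27, and 2 with at least 10 counts in every library, which removes genes at the floor. They were 46 with no abundance minimum, 16 with a TPM of 5 from reference transcript lengths, 16 with DESeq2 and that minimum, 74 with one FL vs BM fit over all stages and 87 with stage as covariate. BM-specific genes numbered 41, and 12, 26, 25, 129 and 115 under these settings in the same order without the 46. The single fits ask for no call at each stage.

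Interaction genes, CFU-E against BFU-E, were 187 with a replicate block. Nothing states that the number pairs libraries. Residuals of libraries with the same number correlated at 0.07, 0.0175 and −0.008 between FL BFU-Es and CFU-Es and at 0.0262, −0.322 and −0.163 in BM. They were above 0.1 in all 3 cases only between BM Basos and Polys (0.152, 0.15 and 0.294). Y-linked CPM matched by number between BM BFU-Es and CFU-Es (1.377 and 1.549 in replicate 1, at least 151.1 in the others) and not in FL, where replicate 3 had 0.8233 and 234.6. In BM erythroblasts they matched by number as well. Replicate 3 was at 1.976, 3.562, 3.081 and 1.9 CPM from Pro to Ortho, and the others at 44.61 or more. FL erythroblast libraries were all at 31.03 or more. The number may thus tie BM libraries, but a shared sex does not show a shared animal. Interaction genes, Baso against Pro, were 1686 with library size scaling only and 2070 with at least 10 counts in every library, and Interaction genes, Poly against Baso, were 6 with DESeq2 size factors in edgeR, 30 with library size scaling only and 36 with at least 10 counts in every library. The cause was not tested.

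With a library left out, CFU-E DEGs ranged from 982 (without FL CFU-E replicate 2) to 2270 (without BM CFU-E replicate 2) and FL Baso to Poly DEGs from 144 (without FL Baso replicate 3) to 350 (without FL Baso replicate 2). Interaction genes ranged from 477 (without FL BFU-E replicate 2) to 2253 (without BM CFU-E replicate 2) from BFU-E to CFU-E, and from 0 (without BM Baso replicate 1) to 86 (without BM Baso replicate 3) from Baso to Poly. Of the DEG counts 3 moved in this way and 69 stayed; of the interactions 21 moved and 27 stayed.

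Of the calls of single genes 5 were lost and 3 gained with a library left out (550 stayed), and 11 were lost and 6 gained under other settings (947 stayed). A gene that a setting left untested was not counted under it. This held for genes with fewer than 10 counts in a library where 10 were asked of every library. It also held for *Hba-a1* and *Hba-a2* with globin genes removed. Among the remaining results 23 moved: 3 were clusters without row scaling (511 in the FL increasing cluster, 1074 in the FL remaining cluster and 1820 in the BM remaining cluster), 9 were shares of the first principal component, and the others were numbers of detected genes.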

Differences from the paper's values

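Of the tests named here, only DESeq2 with a minimum of 5 TPM was chosen after the result was seen. The counts in the paper come from DESeq2 with 5 TPM, and those here from edgeR with 5 CPM. A count here was taken to be in range of the paper's when the larger was at most 1.5 times the smaller, so that counts in range still differ from the paper's.

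DEGs, total: in BFU-Es the paper has 992 and here there were 1735, and no setting came in range (lowest 1515, without BM replicate 3). In Pros it has 704 and here 1109, in range with at least 10 counts in every library (1016), a TPM of 5 (966), all groups in one fit (844), without BM replicate 1 (988) or BM replicate 2 (961) and with DESeq2 and 5 TPM (992). In Orthos it has 784 and here 1329, in range with a TPM of 5 (929), DESeq2 and 5 TPM (933) and without BM replicate 3 (1134).

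DEGs, higher: in FL BFU-Es the paper has 354 and here 737 (in range only with library size scaling, 528). In FL CFU-Es it has 320 and here 584, in range only without BM replicate 1 (375) or FL replicate 1, 2 or 3 (335, 299 and 378). In FL Polys it has 831 and here 1309, in range with DESeq2 size factors (1231), 10 counts in every library (1224), a TPM of 5 (1006), DESeq2 and 5 TPM (987) and without BM replicate 2 (1238). In FL Orthos it has 358 and here 656, in range with a TPM of 5 (476), DESeq2 and 5 TPM (459) and without BM replicate 1 (533).

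DEGs, lower: in FL BFU-Es the paper has 638 and here 998, in range with 10 counts in every library (944), a TPM of 5 (919), all groups in one fit (882), DESeq2 and 5 TPM (939) and without BM replicate 2 or 3 or FL replicate 1 or 2 (957, 850, 914 and 945). In FL Pros it has 427 and here 708, in range under the settings named for the total (639, 623, 514, 618, 608 and 627 in the order named there). In FL Orthos it has 426 and here 673, in range with no low-count filter (628), 10 counts in every library (594), a TPM of 5 (453), DESeq2 and 5 TPM (474) and without BM replicate 3 or FL replicate 3 (585 and 610). From FL Poly to Ortho it has about 710 (Fig. S3F, read by eye) and here 453, in range with globin genes removed (690), no low-count filter (573), 10 counts in every library (517), all groups in one fit (923), a replicate block (500) and without FL Ortho replicate 1 (527) or 2 (592).

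The lists of DEGs overlapped. Of the paper's DEGs 910 of 992 were called here in BFU-Es, 978 of 1073 in CFU-Es, 632 of 704 in Pros, 1751 of 1918 in Basos, 1363 of 1509 in Polys and 661 of 784 in Orthos. Called only here were 825, 585, 477, 777, 816 and 668 genes, of which 218, 231, 155, 355, 454 and 413 were under 5 TPM. The log2 fold changes of the paper's DEGs correlated with those here at r = 0.976, 0.988, 0.982, 0.991, 0.993 and 0.991. Among those called here and not in the paper's tables were *Hif1a* in Basos and Polys, *Oas1a*, *Oasl1* and *Aqp3* in Orthos, *Oas2* in Polys and *Fcer1a* and *Rpl38-ps2* in BFU-Es. In the table of Baso DEGs the paper lists 805 genes higher in BM, and its text 804.

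Specific genes: the paper has 43 in FL and here there were 27, in range with library size scaling only (29), globin genes removed (33), no abundance minimum (46), all groups in one fit (33) and without BM Ortho replicate 3 or FL Ortho replicate 1 (29 and 29). It has 73 in BM and here 41, in range with no abundance minimum (55). In the FL decreasing cluster it has about 540 genes (Fig. 6, read by eye) and here 1332, and no setting came in range (1044, 1228 and 1310). The paper describes the third FL cluster as highest in Pros, and here the remaining FL cluster was lowest in Pros (mean scaled level −1.4). By that description the paper's FL genes that fall after Pros lie in more than 1 cluster. Its 540 genes and the 1332 here are thus not like sets.

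For log2 fold changes, a value was in range when it lay within the standard error of its fit from the paper's. Only genes named by the paper were compared in this way, not those reported here for their large change alone. The settings named came in range and moved toward the paper's value. The log2 fold change of *Ccna2* was 1.317 in the paper's table and 1.51 here (library size scaling only 1.39, 10 counts in every library 1.48, all groups in one fit 1.504, without BM replicate 1 1.41, without FL replicate 1 1.35). *Dna2* was 1.376 and 1.74 (without FL replicate 3, 1.59). *H2-M3* in BFU-Es was −1.451 and −2.42, with no setting in range. *Cd63* in BFU-Es was −2.397 and −2.58 (without BM replicate 1 −2.48, BM replicate 3 −2.54 or FL replicate 3 −2.55). *Hba-a1* was 2.88 and 3.65, and *Hba-a2* 3.045 and 3.80 (without BM CFU-E replicate 2, 3.49).

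The log2 fold change of *Hif3a* was 3.819 and 4.50 in Pros, 6.806 and 8.38 in Basos and 9.025 and 10.04 in Polys, with no setting in range. *Slc2a1* in Polys was 12.1 and 12.55 (without BM replicate 1 or 2, 12.28 and 12.18). *Oas3* was −4.006 and −4.48 in Pros (without BM replicate 3 −4.29 or FL replicate 1 or 2 −4.11 and −4.24) and −6.502 and −7.25 in Basos (no setting). *Oasl1* in Pros was −4.271 and −6.54, with no setting in range. *Oas1b* in Basos was −3.995 and −4.23 (no low-count filter −4.195, all groups in one fit −4.18, without BM replicate 1 −4.16 or FL replicate 1 or 3 −4.13 and −4.09). Among genes reported for their large change alone, some gaps were larger. *Hpn* in Pros was −3.403 and −9.23, *Cpne2* in Pros −6.552 and −9.25, and *Tgtp2* in Orthos −6.492 and −9.78. Others lay near the paper's value, such as *Gmpr* in Pros (11.17 and 11.42).

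For other settings the log2 fold change lay within the error of its own fit with little or no move toward the paper's value, which closes no gap. With DESeq2 these were *Slc2a1* in Polys (12.61) and *Oas1b* in Basos (−4.24), the last also with a replicate block (−4.23) and without BM replicate 3 (−4.23). With all groups in one fit they were *Cd63* (−2.60), *Hba-a1* (3.63), *Hba-a2* (3.78), *Oas3* in Pros (−4.48) and *Slc2a1* in Polys (12.65). Without FL replicate 3 it was *Ccna2* (1.52), and without FL replicate 1 *Cd63* (−2.58). For 9 values with a tissue at the detection floor the lower bound was compared in place of the fitted value, and 0 of 9 were over 1.5 times the paper's fold. In Pros the paper calls *Oas1b* (−1.744), and here it was not (−1.33, adjusted p = 0.0737, and 0.00171 to 0.197 over the alternatives). It was called with DESeq2 at either minimum (adjusted p = 0.0324), with a replicate block (−1.54, adjusted p = 0.0168) and without FL Pro replicate 3 (−2.10).

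Where a value came in range only with another normalization, filter or method, that choice is a possible explanation: for Orthos the count was 929 with a TPM of 5 against 1329. Which of the paper's settings caused the remaining gaps was not tested. Some statements of the paper differ from the calls here. The first is that *Hif3a* alone of the hypoxia-inducible factors was differentially expressed, where *Hif1a* was called in Basos and Polys. A minimum of 5 TPM, as the paper used, removed these *Hif1a* calls (2.208 TPM in FL Basos and 2.771 TPM in FL Polys). The next statement is that *Hif3a* was only expressed in FL erythroblasts (18.0 CPM in BM Pros). Another is that the OAS genes were only expressed in BM erythroblasts: *Oas1b* was at 3.82 CPM in FL Pros and 9.59 CPM in BM Pros, and not called. The FL value lay under the 5 CPM minimum, and the gene was called without FL Pro replicate 3. By real-time PCR the paper did not detect *Hif3a* in BM erythroblasts or these OAS genes in FL erythroblasts.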

Other observations

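Of the tests here, the list of olfactory and vomeronasal receptors was chosen only after the result was seen, and the lists of granulocyte progenitor, multipotent progenitor, committed erythroid, other basophil and mast cell and tissue-restricted genes after depth and marker lists were seen. The patterns were found and measured in the same libraries and are hypotheses for other data. No pattern here has a tested cause unless one is given.

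Fetal-type genes were higher in FL at all 6 stages, with median log2 fold changes of 4.26, 6.79, 4.42, 3.47, 3.61 and 2.90 from BFU-E to Ortho. The lists of interest elsewhere also moved at stages the paper does not name. Ribosome biogenesis genes were higher in FL BFU-Es (0.79), Basos (1.49), Polys (1.99) and Orthos (0.68), and little changed in CFU-Es (0.22) and Pros (0.02). Cytosolic ribosomal protein genes were lower in FL BFU-Es (−0.52). Antigen presentation genes were lower in FL erythroblasts as well (−2.89, −2.96, −2.69 and −3.25 from Pro to Ortho; −2.66 in Basos with bounds). Autophagy genes changed by −0.47, 0.10, 0.19, −0.25, −0.13 and −0.80 from BFU-E to Ortho, and sex genes by −1.25, 0.17, 0.39, 0.75, 1.08 and −0.13, and these were not set against the sexes of the animals.

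In BFU-Es the marker lists were lower in FL: neutrophil −7.31 (−5.95 with bounds), macrophage −0.66, B cell −1.72, T cell −3.47, megakaryocyte −0.92, basophil and mast cell −9.96 (−8.97 with bounds) and hepatocyte −2.98; globin genes were at −5.26 (4 genes). In CFU-Es they were at −10.09, −6.36 (−3.55 with bounds), −7.03, −0.35, −1.37, −3.91 and −3.44. Hepatocyte markers were thus not higher in the FL progenitors. In erythroblasts they were higher in FL, though low. Their summed CPM were 1.174 to 5.882 in the FL erythroblast libraries and at most 0.4108 in the BM ones.

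Of the added lists, granulocyte progenitor genes were at −5.38 in BFU-Es (12 genes) and −9.38 in CFU-Es, multipotent progenitor genes at −1.97 and −2.80, committed erythroid genes at −0.17 and 0.30, other basophil and mast cell genes at −3.61 and −3.61, tissue-restricted families at −0.70 and −0.50 and olfactory and vomeronasal receptors at −0.95 and 0.40. The olfactory and vomeronasal receptors were at 1.44 in Pros, where FL Pro replicate 3 raised them.

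A pattern that follows tissue, age and gate together stays open between them, as each FL library came from E16.5 liver and each BM library from 12-week marrow.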
